# Aging Uncouples Heritability and Expression-QTL in *Caenorhabditis elegans*

**DOI:** 10.1534/g3.112.002212

**Published:** 2012-05-01

**Authors:** Ana Viñuela, L. Basten Snoek, Joost A. G. Riksen, Jan E. Kammenga

**Keywords:** life span, aging, linkage, longevity

## Abstract

The number and distribution of gene expression QTL (eQTL) represent the genetic architecture of many complex traits, including common human diseases. We previously reported that the heritable eQTL patterns are highly dynamic with age in an N2 × CB4856 recombinant inbred population of the nematode *Caenorhabditis elegans*. In particular, we showed that the number of eQTL decreased with age. Here, we investigated the reason for this decrease by combining gene expression profiles at three ages in the wild types N2 and CB4856 with the reported expression profiles of the RIL population. We determined heritability and transgression (when gene expression levels in the RILs are more extreme than the parents) and investigated their relation with eQTL changes with age. Transgressive segregation was widespread but depended on physiological age. The percentage of genes with an eQTL increased with a higher heritability in young worms. However, for old worms this percentage hardly increased. Using a single marker approach, we found that almost 20% of genes with heritability >0.9 had an eQTL in developing worms. Surprisingly, only 10% was found in old worms. Using a multimarker approach, this percentage increased to almost 30% for both age groups. Comparison of the single marker to a multiple marker eQTL mapping indicated that heritable regulation of gene expression becomes more polygenic in aging worms due to multiple loci and possible epistatic interactions. We conclude that linkage studies should account for the relation between increased polygenic regulation and diminished effects at older ages.

Most complex traits, including many common human diseases, are heritable, meaning that part of the phenotypic variation is associated with genotypic variation. Theoretically, heritability values range from 0 (*i.e.* variation in the trait is not determined by genetic factors) to 1 (variation in the trait is completely determined by genetic factors). So far, most traits have shown heritability values between 0.2 and 0.8. A key challenge is to identify the genes that explain this heritability by linking phenotypic variation to polymorphic genomic regions in genotyped recombinant inbred lines [quantitative trait loci (QTL) mapping]. High-throughput genome-wide gene expression profiling has tremendously increased the power of QTL mapping with the goal to link (small effect) genes or loci to complex traits. Variation in gene transcript abundance among individuals is heritable in genetically segregating populations (Brem *et al.* 2002; Li *et al.* 2006), which allows for the genetic mapping of gene expression and detection of expression quantitative trait loci (eQTL). eQTL are polymorphic genomic regions associated with individual variation in transcript abundance. They can be *cis*- or *trans*-acting, reflecting local and distant regulation of gene expression, respectively, and they have been studied intensively in an increasing number of species, like humans, yeast, plants, rats, mice, and worms (Li *et al.* 2006, 2010; Brem *et al.* 2002; Schadt *et al.* 2003; Petretto *et al.* 2006; Keurentjes *et al.* 2007; Farber *et al.* 2009; Viñuela *et al.* 2010a). The detection of eQTL provides a powerful means to construct gene regulatory networks underlying many different phenotypes, ranging from life-history traits to complex diseases (Cookson *et al.* 2009). For instance Derry *et al.* (2010) identified eQTL and constructed networks driving cardiovascular and metabolic phenotypes in mouse recombinants. Also the integration of molecular phenotypes, such as gene and protein expression levels in combination with eQTL, can be used to aid the reconstruction of these pathways and genes (Fu *et al.* 2009; Terpstra *et al.* 2010). Next to these studies, evidence is accumulating that single nucleotide polymorphisms (SNP) associated with complex traits in genome-wide association studies (GWAS) are often enriched with eQTL. These enrichments are robust across a range of thresholds for establishing eQTL and a wide range of complex human phenotypes (Nicolae *et al.* 2010). Gamazon *et al.* (2010) found that chemotherapeutic drug susceptibility–associated SNPs are more likely to be eQTL and to be associated with the transcriptional expression level of many genes as potential master regulators, compared with a random set of SNPs found in association studies.

At the moment, however, it is still unclear to what extent the detection of eQTL is determined by the heritability of gene expression. Petretto *et al.* (2006) studied the relationship between heritability and eQTL across different tissues using a population of rat recombinant inbred strains. They reported that the proportion of heritable expression traits was similar in all tissues but concluded that heritability alone was not a reliable predictor of whether an eQTL will be detected. Recently, we reported that age influences the distribution of eQTL and that the temporal dynamics of regulatory loci are heritable in the nematode worm *Caenorhabditis elegans* (Viñuela *et al.* 2010a). But so far, the relationship between eQTL and heritability of transcript abundance in aging organisms has not been elucidated.

Here, we used *C. elegans* to address this question. We estimated the heritability for thousands of transcript phenotypes throughout the whole life of *C. elegans* recombinant inbred lines (RIL) based on data obtained from a previous study (Viñuela *et al.* 2010a) in combination with new transcriptomic data of their parental strains (N2 and CB4856). Both the measurements on parental strains and RILs were conducted at the same time to prevent any batch effects. We first compared genome-wide differentially expressed genes between N2 and CB4856 over the worm’s lifespan, identifying age-, genotype-, and age-by-genotype–affected transcripts. Then we studied transgressive segregation of gene expression as a descriptor of the genetic architecture of gene expression in aging worms. Transgressive segregation in the RILs implies that an allelic combination produced higher or lower expression levels in a specific group of RILs than in either parent. After that, we compared mapped eQTL and age-by-genotype eQTL to the parental expression data. Using transcriptome data of both the RILs and the parental strains, we investigated how heritability of genome-wide gene expression changes with age and to what extent this affected the detection of eQTL in aging *C. elegans*.

Our results are relevant for understanding the biology of aging and longevity. The analysis of transcript abundance in RILs and parental strains indicates that gene expression regulation becomes more polygenic with age and that expression levels of genes involved in damage repair and energy distribution remain strongly regulated at old ages.

## Materials and Methods

The experiments on the parental strains CB4856 and N2 were conducted at the same time with the RIL study as reported in Viñuela *et al.* (2010a). These data were used to estimate heritability of gene expression (see below). In this study, we used a set of 36 RILs, genotyped with 121 evenly spaced single nucleotide polymorphism (SNP) markers, derived from *C. elegans* wild types N2 and CB4856 (Li *et al.* 2006; Kammenga *et al.* 2007). We measured genome-wide gene expression using microarrays from the RILs reared at 24° at three different ages: young worms (t1), age 40 hr; reproductive worms (t2), age 96 hr; and old worms (t3), age 214 hr.

### *C. elegans* culturing

For the wild type parental strains, we followed the same protocol as in Viñuela *et al.* (2010a). *C. elegans* strains N2 and CB4856 were cultured on standard nematode growth medium (NGM) with *E. coli* OP50 as food source and a constant temperature of 24°. Populations were started with nonmated hermaphrodites and screened regularly to remove any occurring males. Reproductive nematodes from both wild types were bleached (0.5 M NaOH, 1% hypochlorite) to collect age-synchronized eggs (Emmons *et al.* 1979), which were inoculated (t0) in 9 cm petri dishes. After 40 hr (t1), nematodes in late L4 stage from 6 dishes were collected as one sample, frozen in liquid nitrogen, and stored at −80° until RNA extraction. The remaining 18 dishes were kept in culture until hour 41, when the nematodes were transferred to fresh NGM dishes (with *E. coli* OP50) treated with 0.05–0.01 mg/ml of FUDR (fluorodeoxyuridine) to avoid egg hatching. After 30 hr, the nematodes with FUDR were transferred to fresh dishes (without FUDR) to prevent starvation and to remove the FUDR. After 23 hr, 96 hr of total culture time (t2), nematodes from 6 dishes were collected and frozen in liquid nitrogen prior to RNA extraction. The remaining 12 dishes were kept at constant temperature until 214 hr of culture (t3), when they were harvested and frozen in liquid nitrogen. All the dishes were visually inspected before harvest. Any population with infection, more than one generation (reproduction), or starving nematodes (lacking bacteria) were discarded.

### Microarray experiments

RNA from nematodes was extracted following the Trizol method, followed by the RNeasy Micro kit (Qiagen, Valencia, CA) to clean up the samples. Labeled cDNA was produced with an Array 900 HS kit from Genisphere and Superscript II from Invitrogen. The Nucleospin kit (Bioké, Leiden, The Netherlands) was used to clean the cDNA samples to reduce unspecific binding to the arrays. The two colors 60-mers arrays were obtained from Washington University (see also Viñuela *et al.* (2010b, 2011).

N2 *vs.* CB4856 samples were hybridized to each array, with six replicates of t1, t2, and t3 in a dye swap design. The microarrays were hybridized following the Genisphere Array 900 HS protocol. The differential hybridization due to SNP differences between N2 and CB4856 is low in these 60-mers arrays (Li *et al.* 2006). All microarray data have been deposited in Gene Expression Omnibus (GEO) with the common accession number GSE22887.

### Microarray normalization

A PerkinElmer scanner was used to extract raw intensities. R software was use for preprocessing and normalization (www.r-project.org) using the Limma package (Smyth 2005). The Loess method (Smyth and Speed 2003) was used for normalization within arrays, and normalization between arrays was done using the quantile method (Yang and Thorne 2003); both methods are included in the Limma package. The expression data from N2 and CB4856 were normalized together with the RIL expression data (GEO accession number GSE17071).

Outliers were removed prior to normalization. Outliers were considered values lower or higher than two times standard deviation of the mean, per spot per stage. Outliers from N2 and CB4856 arrays were removed prior to normalization using four linear regressions: one per genotype (N2 and CB4856) and per age group (t1–t2, and t2–t3). Each regression fitted gene expression values according to the genotype and the two time points (t1–t2 or t2–t3) and removed values outside the 0.995 confidence interval, one value at a time, recursively. No more than six values were allowed to be removed. Expression values from t2 worms were considered outliers if they were removed in either the developing or aging linear regression.

### Using physiological age to correct for developmental differences across the lines

Because the parental lines, as well as the RILs, differed in physiological age (*i.e.* they differed in their absolute life spans), sampling mRNA at a fixed chronological age would implicitly result in different physiological stages being sampled. Therefore, we analyzed gene expression in relation to physiological age, which we defined for each line as the age at the time of mRNA extraction divided by the mean lifespan of that line. In this way, the age-physiological differences among the lines were taken into account when comparing the gene expression profiles. The data of the mean lifespan for the lines were taken from supplemental Table 1 in Viñuela *et al.* (2010a).

### Gene expression mapping

First, we used a linear model (model 1) to calculate the linkage of each marker (in case of the RILs) or genotype (in case of the parents) with the measured expression levels for each of the time points separately. We used the log2 single channel normalized intensities as a measure for gene expression. The model used for each of the three age groups was: gene expression = marker(effect) + error. In this way, we obtained the genome-wide eQTL profiles for all genes for the three age groups and the differentially expressed genes between genotypes in the parental strains (N2 and CB4856).

Second, to quantify the heritable differences in gene expression that are age dependent, we extended our linear model by analyzing two age groups at once and including the physiological age of the RILs, N2, or CB4856 as an explanatory factor (model 2). The model used for both combinations, t1 (juvenile) and t2 (reproductive), and t2 and t3 (old worms), was as follows: gene expression = marker(effect) + physiological age + interaction(marker × physiological age) + error. The age groups t1 and t2 in one model are referred to as “developing worms”; the age groups t2 and t3 in one model are referred to as “aging worms.” The significance and effect of each marker, physiological age (time), and the interaction between the two were obtained for all genes on the array.

### Gene expression threshold determination

We used a permutation approach to determine the thresholds for the differentially expressed genes in the parents. For model 1, we permuted transcript values and used a genome-wide threshold of –log10 *P*-value = 2, which resembles a false discovery rate (FDR) of 0.0129, 0.0118, and 0.0136 for each of the three time-points, respectively. For model 2, we used 100 permutations to estimate the FDR threshold. Per permutation, genotypes and ages were independently randomly distributed, keeping the among-gene structure intact. Then for each spot (23,232) on the array, model 2 was tested. The obtained *P*-values were used to estimate a threshold for each of the explanatory factors. We also used a genome-wide threshold of –log10 *P*-value = 2, which resembles an FDR of 0.072 and 0.060 for marker and the interaction age-marker for the developing worms and FDR of 0.050 and 0.065 for marker and age-marker for the aging worms. For the physiological age effect, we used a –log10 *P*-value = 8 in developing worms (0.012 FDR) and –log10 *P*-value = 6 (0.032 FDR).

### eQTL threshold determination

We calculated *P*-values from permuted data for eQTL mapping and for genotypic effect in the parents for both models as described above (30 permutations). Then, we calculated the probabilities to find genes that were significantly different between the parental genotypes and that also have an eQTL by chance (joint-FDR). This approach allowed us to relax the threshold for the linkage mapping from –log10 *P*-value = 3.8 (Viñuela *et al.* 2010a). For simplicity, we decided to use a level of significance of –log10 *P*-value = 3 for eQTL mapping and a –log10 *P*-value = 2 for the parents analysis for genotype (eQTL) and genotype-by-age interactions (_g×a_eQTL). Those thresholds resembled the following joint-FDR for model 1: 0.0129 and 0.0136, for genotype and the interaction, respectively. The joint-FDR in model 2 for genotype and the interaction in developing worms was 0.058 and 0.044. In aging worms, the joint-FDR was 0.038 and 0.046, respectively.

### Multiple regulatory elements analysis

To investigate whether genes without an identified eQTL could have one or more eQTL, we used a forward and backward marker selection approach in model 2 described in the previous section. To make this procedure possible, we selected 4 markers per chromosome, obtaining a total of 24 markers. All 24 markers, including paired interactions, physiological age, and the interaction between marker and physiological age, were used as start parameters. The Bayesian information criterion (BIC) was used as a selection method to identify the best fit explaining the origin of the variation per gene expression. We allowed 2000 steps and no more than six explanatory variables. From each analysis, the number of markers and their interactions explaining the variation in gene expression was determined and used in further analysis.

### Transgressive segregation

Transgressive segregation in the RILs implies that the allelic combination produced higher or lower expression levels in a specific group of RILs than in either parent. We identified transgression by comparing the expression levels of each gene in the RIL with the parental gene expression. Transgression to higher or lower expression, or to both extremes was defined for those genes with expression values two times standard deviation of the mean expression of the higher or the lower parent in at least six RILs. The FDR as the threshold for number of transcripts (n = 6) was computed (Keurentjes *et al.* 2007). In the three time-point analysis, a threshold of six transcripts resembles an FDR of 0.049, 0.046, and 0.045. Results were averaged over 100 permutations.

To identify transgressive expression over time, we counted those genes with expression values two times standard deviation of the mean of the higher or the lower parent in both t1 and t2 (developing worms), and in both t2 and t3 (aging worms) in at least six RILs. The FDR for this analysis were 0.0099 and 0.0028. Results were averaged over 100 permutations.

### Heritability

We calculated the heritability of each transcript as H^2^ = (V_RIL_ − V_P_)/ V_RIL_ (Keurentjes *et al.* 2007), where V_RIL_ was the variance among the RILs and V_P_ was the pooled within line variance of the parents. We used the same approach to estimate the heritability of gene expression over time; that is, the heritability patterns of gene expression changes. For each transcript, we calculated the variance among the RILs as the variance due to genotypic effect over time (developing and aging worms); and for the parents, variance over time. In this way, the effect of the interaction between physiological age and genotype on the variance was excluded. For model 2, we found 4.54% and 4.47% transcripts with negative heritability in developing and aging worms, respectively.

To identify highly heritable genes, we used a permutation test as in the previous analysis. Transcript values were randomized prior to calculating permutated heritable values per transcript for developing worms and for aging worms. From the permuted values, we identified the higher heritability value that allowed less than 1% false positive (FDR = 0.01), H^2^ > 0.69 for developing worms and H^2^ > 0.77 for aging worms. Results were averaged from 100 permutations per gene.

### Gene Ontology analysis

Gene Ontology (GO) data and functional domain data were extracted from Wormbase release WB210. GO terms with less than two genes were discarded. Overrepresented groups of GO terms and domains were identified using a hypergeometric test (*P*-value < 0.01). In this way, we analyzed 2109 unique GO terms from 18,312 annotated genes, respectively.

## Results

### Age and genotype affect gene expression in N2 and CB4856

The gene expression levels of the parental genotypes of the N2 × CB4856 RIL population were measured for three age groups: juvenile worms, reproductive worms, and old worms. 

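RNA of N2, the laboratory strain, and of CB4856, a wild strain from Hawaii, was hybridized together on each of 14 arrays. Juvenile worms at 40 hr (t1) were measured on 5 arrays, reproductive worms at 96 hr (t2) on 4, and old worms at 214 hr (t3) on 5. The paper's methods state more replicates of each age than these. The labels deposited with the arrays place the t1 worms in the late L3 stage, whereas the paper's methods place them in late L4. By those methods, the worms for t2 and t3 spent a time on dishes with FUDR (fluorodeoxyuridine) after the t1 harvest, to avoid egg hatching. Between t1 and t2, age and this treatment therefore cannot be told apart, in the age effect or in the interaction. N2 was labeled with Cy3 on 3 arrays of each age (replicates 1 to 3). The dyes were exchanged on 2 arrays at t1, 1 at t2, and 2 at t3 (replicates 4 and 5). By the labels' numbers replicate 4 is the dye exchange of replicate 1, and replicate 5 that of replicate 2, but neither the labels nor the paper says whether they share RNA extracts, and every p-value here treats the arrays as independent. The arrays were scanned in 4 sessions, which all held t1 and t2 arrays, and 3 of which held t3 arrays. The RIL arrays are not part of this series, so no eQTL or RIL variance was computed.

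The files hold the mean intensity and the median local background of each spot and dye, as the PerkinElmer scanner software gave them. Of 23232 spots per array, 22490 were elements for worm transcripts, 60-mer oligonucleotides, and 742 were controls or empty. The median spot intensity lay between 191 and 303 per array and dye, over a median local background of 163 to 183, and between 39.3% and 63% of the elements exceeded their background by more than 2 SD. A gene symbol was given for 17447 elements, 3968 took the name of their coding sequence, and 1075 have only the array's own name, which makes 18879 different names.

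The paper normalized these arrays together with the RIL arrays after removing outliers, which cannot be repeated from these files. Here, intensities were corrected for background (normexp, offset 50), normalized within arrays by loess and between arrays by the quantile method, and the log2 ratio of CB4856 over N2 was tested with limma in one fit over the 14 arrays with a dye term. Elements were called at a Benjamini-Hochberg adjusted p under 0.05. These choices, 31 gene lists, and the rule for which genes are named were fixed before the data were examined. Where no array of a strain or age had an element above background, only a lower bound of the fold is given, after loess and a quantile normalization of mean intensities, and such a bound is open to a dye bias. Log2 ratios of such elements appear only to compare arrays or settings, and their size depends on the background. No bound is given where it exceeds the fold of the fit, and no change or size of an interaction where it needs a level below background. Gene lists were tested with camera at a preset correlation between genes of 0.01, adjusted over the lists, and again with an estimated correlation. The number of arrays limits the precision of every value.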

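Elements for genes of the MATH and BTB-MATH families, which include adaptors of cullin ubiquitin ligases, were called lower in CB4856 more often than higher at each age. Single genes differed by more than 10-fold. The probes were designed on the N2 genome and may bind CB4856 transcripts less well, an effect the paper calls low on these arrays. Probe mismatch and lower expression were not told apart. F54E2.1, on chromosome V from 2810398 to 2812017 (genome assembly WBcel235), was lower in CB4856 at all 3 ages. Its log2 ratio was -4.63 (standard error 0.2, adjusted p = 5.1e-08) at t1, -4.78 (standard error 0.23, adjusted p = 1.9e-07) at t2, and -3.28 (standard error 0.2, adjusted p = 5.6e-07) at t3. On every one of the 14 arrays it was higher in N2, and CB4856 was above background on 4 of 5 arrays at t1, 4 of 4 at t2, and 1 of 5 at t3, so that the size at t3 depends on the background. On 1 of its elements, T02G5.10 was higher in CB4856, by log2 ratios of 4.17 (standard error 0.3, adjusted p = 3.1e-06) at t2 and 4.14 (standard error 0.26, adjusted p = 7.8e-07) at t3, with N2 above background on 3 of 4 arrays at t2 and t2 replicate 4 apart at 3.75 against 4.3 to 4.39. chk-1, a checkpoint kinase gene on chromosome V from 3757153 to 3759469, was higher in CB4856 at t2 (log2 ratio 2.89, standard error 0.21, adjusted p = 3.1e-06) and at t3 (2.55, standard error 0.18, adjusted p = 2.4e-06). puf-6, of the Pumilio family of RNA-binding proteins, was lower in CB4856 at t2 (-4.01, adjusted p = 3.3e-06, with CB4856 above background on 2 of 4 arrays) and t3 (-4.18, adjusted p = 5.9e-07). At t1, B0281.5 was at least 11.8-fold higher in CB4856 (adjusted p = 1.1e-07) and F19B2.5 at least 16-fold higher in N2 (adjusted p = 1.6e-07). gmd-2, a GDP-mannose dehydratase gene, was at least 8.01-fold higher in CB4856 at t1 (adjusted p = 4.4e-07), with a log2 ratio of 2.09 on replicate 4 against 4.03 to 4.43 on the others. N2 was above background on no t1 array for gmd-2, so the size of these ratios depends on the background. ctl-1, a catalase gene, was lower in CB4856 at t1 by a log2 ratio of -2.35 (adjusted p = 5.6e-07).

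Of 150 elements for MATH and BTB-MATH genes, 32 were lower and 3 higher in CB4856 at t1, 39 and 3 at t2, and 36 and 0 at t3. Adjusted over the list alone, these counts were 42 and 7, 50 and 5, and 46 and 5. The camera test gave an adjusted p of 1.8e-09, 5e-12, and 5.3e-15 at the 3 ages, and with an estimated correlation an adjusted p of 6.8e-05, 2.3e-05, and 8.1e-06. Among them, math-27, annotated as a pseudogene, was at least 6.5-fold higher in N2 at t1 on 1 of 3 called elements (adjusted p = 1.2e-07), and bath-28 had a log2 ratio of -2.34 at t2 on 1 of 2 called elements (adjusted p = 1.9e-07), both lost on these elements with only the spots of scanner flag code 3. Of 385 F-box elements, also genes of ubiquitin ligases, 37 were lower and 14 higher at t2, and 42 and 10 at t3 (67 and 18, and 66 and 21, adjusted over the list alone). The camera calls for F-box genes (adjusted p = 0.00031 and 9.9e-07) were lost with an estimated correlation (adjusted p = 0.28 and adjusted p = 0.1). Of 27 histone genes, 7 were lower in CB4856 at t1 and 6 at t3, and none was higher (12 lower at both ages and 1 higher at t3, adjusted over the list alone; at an unadjusted p under 0.05, limma found none higher at t1). The histone calls (adjusted p = 8.4e-08 and 5.4e-08) had an adjusted p = 0.32 and an adjusted p = 0.18 with an estimated correlation. his-4 had a log2 ratio of -1.16 at t1 (adjusted p = 0.0018) and his-35 one of -1.03 at t3 (adjusted p = 0.011).

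At t3, 25 of 170 cuticle collagen elements were higher in CB4856 and none lower by limma (28 and 1 adjusted over the list alone). Of 68 elements for muscle genes, 9 were higher and none lower (22 and 0). The camera test called both lists (adjusted p = 8.7e-09 and 1.1e-09), but not with an estimated correlation (adjusted p = 0.18 and adjusted p = 0.19). col-94 had a log2 ratio of 1.88 (standard error 0.26, adjusted p = 0.001), from 1.36 to 1.55 on 4 arrays and 3.71 on t3 replicate 2. clik-1, a calponin-like gene, had a log2 ratio of 1.29 (standard error 0.18, adjusted p = 0.0012). Of 13 elements for genes known to differ between these strains, 1 was lower in CB4856 at t2 and 3 at t3, and none higher by limma (5 and 4 lower adjusted over the list alone; at an unadjusted p under 0.05, 6 lower and 1 higher at t2, and 5 and 2 at t3; in the linear model of the methods 2 and 4 lower and none higher). Their camera calls (adjusted p = 0.014 and 0.005) were lost with an estimated correlation (adjusted p = 0.22 and adjusted p = 0.1). zeel-1, which CB4856 lacks, was higher in N2 at t3 (adjusted p = 0.00038), above background on 5 of 5 arrays in N2 and on none in CB4856. ppw-1, an Argonaute gene of the RNA interference pathway that is defective in CB4856, had log2 ratios of -1.02 at t2 (adjusted p = 0.0037) and -1.36 at t3 (adjusted p = 0.00012) on the same 1 of its 4 elements. At t3 a second element had -1.61 (standard error 0.37, adjusted p = 0.03), with CB4856 above background on 2 of 5 arrays, and was lost without t3 replicate 1 (-1.39), 2 (-1.62), 4 (-1.59), or 5 (-1.62). With only the arrays of the age itself, zeel-1, his-4, his-35, col-94, clik-1, and ppw-1 at t2 were not called.

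The counts by limma were 597 elements for 558 genes at t1 (225 higher in CB4856 and 372 higher in N2), 593 for 561 genes at t2 (242 and 351), and 769 for 728 genes at t3 (354 and 415). The same direction was called at all 3 ages for 124 elements (30 higher in CB4856 and 94 in N2), against 0.038 and 0.11 expected for independent calls. In the fit, the ages share a dye term and an estimate of the spread for each element. Calls and fitted log ratios at the 3 ages are therefore linked, and the excess over independent calls is no test of shared differences. Log ratios were correlated across elements, which are not independent replicates, with Pearson's r = 0.506 between t1 and t2, 0.616 between t2 and t3, and 0.442 between t1 and t3 (Spearman's rho 0.357, 0.48, and 0.333). Of the elements called without the arrays of a scan session, between 66.9% and 97.2% at t1, 87.7% and 96.5% at t2, and 90.7% and 99.1% at t3 had the same direction on the arrays of that session, a comparison chosen after seeing the data. At t1 the shares were 97.2% and 92.4% for sessions 1 and 2, whose array had its dye exchange among the arrays kept. They were 70.3% and 66.9% for sessions 3 and 4, where no dye exchange was kept. If dye exchanges share RNA extracts, the higher shares are not independent checks. The counts rested in part on single arrays, with 376 at t1 without t1 replicate 4, 383 and 330 at t2 without t2 replicate 1 or 4, and 416, 372, and 417 at t3 without t3 replicate 2, 4, or 5.

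**Figure D1:**
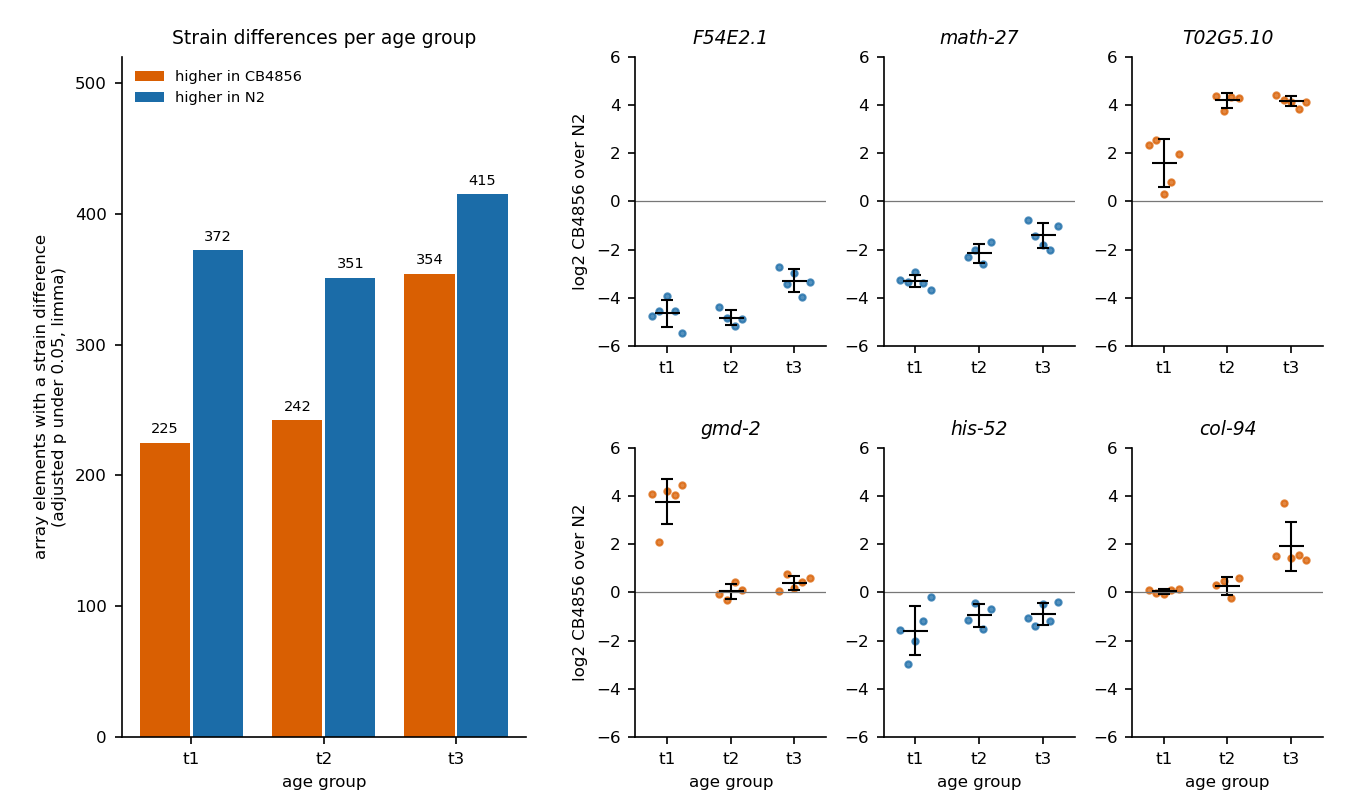
Bars give the number of array elements with a strain difference per age group. Points give the log2 ratio of CB4856 over N2 of 6 genes per array, with the mean and SD: F54E2.1 lies below 0 on every array, T02G5.10 above 0, and col-94 at 3.71 on 1 array of old worms.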

We identified 11.3% (2151), 9.8% (1868), and 14.1% (2679) genes significantly affected by the genotype for each age group, respectively (supporting information, Table S1). The mean lifespan differed between both strains, ∼16 days for N2 and ∼13 days for CB4856 (Viñuela *et al.* 2010a). Age at maturity, on the other hand, did not differ (Gutteling *et al.* 2007a). In other words, physiological age differed between N2 and CB4856 at the time of RNA harvest, and this difference became more prominent at older ages. To correct for this discrepancy, we treated age differences with a two-time model for developing worms (juvenile and reproductive worms) and aging worms (reproductive and old worms) [*cf*. Viñuela *et al.* (2010a)] (Table S2). Three factors were considered: physiological age, genotype, and their interaction. In this way, we found 15.9% (3694) and 11.3% (2626) of all transcripts to have a significant age effect in developing and aging worms, respectively. 

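Between t1 and t2, cuticle collagens fell on 95 of 170 elements and hedgehog-related and molting genes on 49 of 98, both called by camera with an estimated correlation too (adjusted p = 0.019 and adjusted p = 0.022). Oocyte and yolk genes rose on 29 of 36 and 7 of 11 elements, and sperm and muscle genes fell on 56 of 82 and 45 of 68, but with an estimated correlation none of these lists was called (adjusted p = 0.15, adjusted p = 0.31, adjusted p = 0.16, and adjusted p = 0.069). ule-1, a gene on chromosome I from 2219468 to 2222313, rose by a log2 change of 5.16 (standard error 0.33, adjusted p = 1.1e-07, 4 arrays at t2 against 5 at t1). perm-2 and cpg-3, whose products are part of the eggshell, each rose by 3.31 (standard errors 0.33 and 0.39, adjusted p = 5.5e-06 and 2.3e-05), and oma-2, needed for oocyte maturation, by 2.90 (adjusted p = 2.2e-05). col-39 changed by -5.75 (standard error 0.27, adjusted p = 7.2e-09), and msp-49, a major sperm protein gene, by -3.91 (standard error 0.48, adjusted p = 3.1e-05). Of 36 oocyte and early embryo elements, 29 rose and none fell by limma (29 and 0 adjusted over the list alone). Of 82 sperm elements, 56 fell and 1 rose (57 and 2). Vitellogenins, the yolk proteins, rose on 7 of 11 elements (7 adjusted over the list alone), and vit-2 changed by 1.94 (standard error 0.3, adjusted p = 2e-04). Cell division genes rose on 28 of 48 elements (29 adjusted over the list alone), among them pcn-1, the sliding clamp of DNA replication (1.74, adjusted p = 3.6e-05), and cyb-1, a cyclin (1.43, adjusted p = 0.00037). These 4 lists were called by camera (adjusted p = 2e-13, 1e-15, 0.0052, and 2.1e-06) but not with an estimated correlation (adjusted p = 0.15, adjusted p = 0.16, adjusted p = 0.31, and adjusted p = 0.069).

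Of 170 cuticle collagen elements, 95 fell and 14 rose (97 and 15 adjusted over the list alone, camera adjusted p = 7.1e-21, and adjusted p = 0.019 with an estimated correlation). Of 98 elements for hedgehog-related and molting genes, 49 fell and 5 rose (54 and 8; adjusted p = 4e-12, and adjusted p = 0.022 with an estimated correlation). wrt-4 was at least 14.1-fold lower at t2 (adjusted p = 1.8e-10), and mlt-10, a gene of molting, changed by -4.13 (adjusted p = 1e-07), with 4 of 8 channels above background at t2. Of 68 muscle elements 45 fell and none rose in the list's limma test (47 and 1 adjusted over the list alone; adjusted p = 8.1e-16, and adjusted p = 0.069 with an estimated correlation), with tni-1, a troponin gene, at -3.10 (adjusted p = 6.6e-07). Mitochondrial respiration fell on 20 of 43 elements and rose on none (21 and 0; adjusted p = 1.3e-05, and adjusted p = 0.0056 with an estimated correlation). sdha-1, of complex II, changed by -1.31 (adjusted p = 0.00017) and atp-2, of the ATP synthase, by -1.06 (adjusted p = 0.0018). F-box genes rose on 122 of 385 elements and fell on 12, with the same counts over the list alone (adjusted p = 2.1e-06, and adjusted p = 0.019 with an estimated correlation). The mean log2 intensity of both dyes was tested here, so both strains enter each value.

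In all, 7584 elements changed between t1 and t2, with 4140 up and 3444 down. The t2 worms had been on FUDR and the t1 worms had not, so these changes may come from age, from FUDR, or from both. Without normalization between arrays 3810 changed, 1484 of them up. Of the elements called without the arrays of a scan session, between 92.7% and 99% had the same direction on the arrays of that session, a comparison chosen after seeing the data. Some dye exchanges lay in another session, so this check is not independent if they share RNA extracts. At the paper's stricter threshold for the age effect, perm-2, cpg-3, oma-2, vit-2, pcn-1, cyb-1, msp-49, sdha-1, and atp-2 were not called.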

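Between t2 and t3, UDP-glucuronosyltransferases fell on 43 of 78 elements and glutathione S-transferases on 19 of 54, both called by camera with an estimated correlation too (adjusted p = 0.0053 and adjusted p = 0.046). Sperm, meiosis, cell division, and heat shock genes rose on 39 of 82, 12 of 34, 10 of 48, and 11 of 25 elements, and neuropeptide, muscle, and extracellular matrix genes fell on 41 of 120, 28 of 68, and 18 of 49, but with an estimated correlation none of these lists was called (adjusted p between 0.14 and 0.27). spch-2 and msp-38, which encode proteins of sperm chromatin and sperm, rose by log2 changes of 2.73 (standard error 0.36, adjusted p = 0.00018) and 2.56 (standard error 0.44, adjusted p = 0.0014). hsp-16.41, a small heat shock protein gene, rose by 2.00 (standard error 0.42, adjusted p = 0.0053). ugt-26, a UDP-glucuronosyltransferase gene, changed by -3.66 (standard error 0.33, adjusted p = 1.2e-05), and gst-4, a glutathione S-transferase gene of the oxidative stress response, by -2.14 (standard error 0.26, adjusted p = 0.00011). Of 78 UDP-glucuronosyltransferase elements, 43 fell and none rose by limma (47 and 0 adjusted over the list alone; camera adjusted p = 1.6e-15, and adjusted p = 0.0053 with an estimated correlation). Of 54 glutathione S-transferase elements, 19 fell and none rose (24 and 0; adjusted p = 2.3e-08, and adjusted p = 0.046 with an estimated correlation).

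The other lists below were called by camera with the preset correlation alone. Of 120 neuropeptide elements, 41 fell and 4 rose (52 and 4 adjusted over the list alone; adjusted p = 1.1e-09, and adjusted p = 0.14 with an estimated correlation), with nlp-40, which is released from the intestine, at -2.05 (adjusted p = 1e-05). Of 68 muscle elements, 28 fell and 1 rose (33 and 1; adjusted p = 2e-09, and adjusted p = 0.18 with an estimated correlation). unc-54, the body wall myosin heavy chain gene on chromosome I from 14855901 to 14863482, changed by -2.17 (standard error 0.26, adjusted p = 0.00011). Basement membrane and extracellular matrix genes fell on 18 of 49 elements (19; adjusted p = 1.1e-05, and adjusted p = 0.14 with an estimated correlation), among them the type IV collagen genes let-2 (-2.21, adjusted p = 0.00033, and -1.55, adjusted p = 0.00049, on 2 of its 4 elements) and emb-9 (-1.61, adjusted p = 0.0086). Cuticle collagens fell on 42 and rose on 2 of 170 elements (44 and 2; adjusted p = 0.00055, and adjusted p = 0.27 with an estimated correlation), and col-19, a collagen of the adult cuticle, changed by -3.17 (adjusted p = 0.00023). C-type lectins fell on 42 and rose on 9 of 243 elements (adjusted p = 0.00068, and adjusted p = 0.14 with an estimated correlation), with clec-52 at -3.81 (adjusted p = 2.3e-07).

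Sperm genes rose on 39 of 82 elements and fell on none (45 and 0 adjusted over the list alone; adjusted p = 3.4e-11, and adjusted p = 0.26 with an estimated correlation). Meiosis and germ granule genes rose on 12 of 34 (18; adjusted p = 1.3e-06, and adjusted p = 0.19 with an estimated correlation), and rad-51, a recombinase gene, by 1.32 (standard error 0.28, adjusted p = 0.0053). Cell division genes rose on 10 of 48 (10; adjusted p = 7.5e-06, and adjusted p = 0.14 with an estimated correlation), and bub-1, of the spindle checkpoint, by 1.09 (standard error 0.16, adjusted p = 0.00042). Heat shock protein genes rose on 11 and fell on 3 of 25 (13 and 3; adjusted p = 0.0075, adjusted p = 0.27 with an estimated correlation, and adjusted p = 0.058 without scan session 4, an alternative chosen after seeing the data).

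In all, 4441 elements changed, with 2118 up and 2323 down. Of those called without the arrays of a scan session, between 86.7% and 98.8% had the same direction on the arrays of that session, for the 3 sessions with t3 arrays. Here too some dye exchanges lay in another session. Without normalization between arrays the median of all elements shifted by 0.29 and 6964 elements were called, 6654 of them up, so that the changes are relative to the other genes on the array. Under that setting tnt-2, unc-54, let-2, and emb-9 were no longer called.

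**Figure D2:**
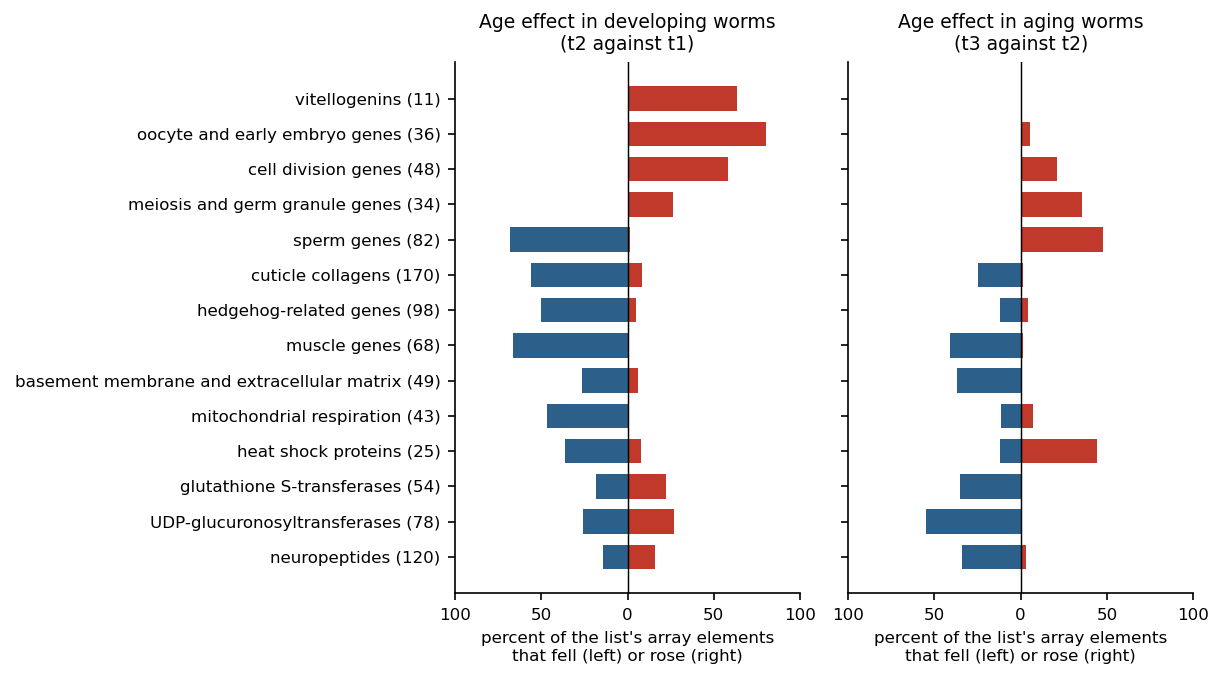
Bars give the percent of each list's elements that rose (to the right) or fell (to the left) with age at an adjusted p under 0.05, for developing worms (t2 over t1) and aging worms (t3 over t2), with the number of elements in parentheses. Sperm genes fell on 56 of 82 elements between t1 and t2 and rose on 39 between t2 and t3, where UDP-glucuronosyltransferases fell on 43 of 78.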

We also found transcript effects linked to genotype [15.3% (2899) and 10.5% (1999) for developing and aging worms, respectively] and genotype-by-age effect [20.5% (3888) and 15.2% (2886)].

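Averaged over t1 and t2, clec-47, a C-type lectin gene, was lower in CB4856 by a log2 ratio of -2.89 (standard error 0.29, adjusted p = 2.6e-05, n = 9 arrays), and C39B5.10 was at least 7.21-fold higher in CB4856 (adjusted p = 1.8e-07). R03H10.6, on chromosome II from 4171264 to 4173498, was higher in CB4856 (adjusted p = 2.5e-09), with N2 above background on no array at t1 and on 4 of 4 at t2. Averaged over t2 and t3, pud-4 was lower in CB4856 by -4.21 (standard error 0.36, adjusted p = 6.9e-06), where CB4856 was above background on 4 of 4 arrays at t2 and 1 of 5 at t3. T16H12.1, annotated as a pseudogene, was higher in CB4856 (adjusted p = 5.4e-08), with N2 above background on no array at t2 and on 2 of 5 at t3. The myosin genes unc-54 and myo-3 were higher in CB4856 by 1.06 (standard error 0.22, adjusted p = 0.012) and 0.72 (standard error 0.13, adjusted p = 0.0047), and neither was called at a physiological age of 0.

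MATH and BTB-MATH genes were lower on 44 and higher on 6 of 150 elements in developing worms, and on 51 and 6 in aging worms (55 and 14, and 54 and 10, adjusted over the list alone). Their camera calls (adjusted p = 7.1e-13 and 7.1e-15) held with an estimated correlation (adjusted p = 1.7e-05 and 8.4e-06). F-box genes were lower on 44 and higher on 18 of 385 elements in developing worms, and on 66 and 20 in aging worms (59 and 23, and 99 and 27, over the list alone). Their calls (adjusted p = 0.002 and 3.4e-06) had an adjusted p = 0.47 and an adjusted p = 0.096 with an estimated correlation. In aging worms, 22 of 68 muscle elements were higher in CB4856 and none lower by limma (27 and 0 adjusted over the list alone, 35 and 1 at an unadjusted p under 0.05; adjusted p = 9e-10, and adjusted p = 0.33 with an estimated correlation). Cuticle collagens were higher on 18 and lower on 2 of 170 elements (22 and 4; adjusted p = 0.0072, adjusted p = 0.73 with an estimated correlation, and adjusted p = 0.056 without background correction).

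The strain difference was called for 1054 elements of 984 genes in developing worms (478 higher in CB4856 and 576 in N2) and for 1484 elements of 1388 genes in aging worms (716 and 768). Of the elements called without the arrays of a scan session, between 76.6% and 97.7% in developing worms, and between 91.4% and 97% in aging worms, had the same direction on the arrays of that session. Some dye exchanges lay in another session, so the higher shares are not independent checks if they share RNA extracts. In aging worms the count was 854 without t2 replicate 4, 934 without t3 replicate 4, and 968 without t3 replicate 5.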

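The change with age differed between the strains for single genes, among them pgp-6 between t1 and t2 and T20D4.7 between t2 and t3. pgp-6, a P-glycoprotein gene on chromosome X from 10871201 to 10877425, changed between t1 and t2 by -0.85 on the log2 scale in N2 and by 1.86 in CB4856. Its interaction was 16.33 per unit of physiological age (standard error 1.78, adjusted p = 4.3e-06 from limma). pgp-8, a related gene, was above background in both strains on no array at t1 and on all 4 at t2, where its log2 ratio of CB4856 over N2 was -2.44 (adjusted p = 4e-06; interaction adjusted p = 5.1e-08). Between t2 and t3, T20D4.7 changed by -1.64 in N2 and by 1.06 in CB4856 (interaction 8.10, standard error 1.03, adjusted p = 0.00011), with CB4856 above background on 1 of 4 arrays at t2.

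Physiological age was taken as age over mean lifespan, 16 days for N2 and 13 days for CB4856 as the paper gives them, which makes 0.104, 0.25, and 0.557 for N2 and 0.128, 0.308, and 0.686 for CB4856 at the 3 ages. The interaction is the log2 change of CB4856 per unit of that scale minus that of N2, from single channels with an intraspot correlation of 0.423. It was called for 544 elements of 522 genes in developing worms (300 positive and 244 negative) and for 160 elements of 154 genes in aging worms (108 and 52). On age groups, which compare the plain changes of the strains, 255 and 88 elements were called, and of the calls on physiological age 231 and 78 were among them.

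In developing worms the count was 321 without t1 replicate 1, 953 without t1 replicate 3, 342 without t2 replicate 4, and 132 with scan session as a block. In aging worms it was 98 without t2 replicate 4, 99 without t3 replicate 2, and 99 with the session block, and the positive share fell from 108 of 160 to 45 of 227 without normalization between arrays, to 110 of 215 with quantile normalization of mean intensities, and to 29 of 53 with plain subtraction of the background. The paper reasons that the strains differ in lifespan and therefore in physiological age when the RNA was harvested, more so at older ages, and for this it models physiological age, genotype, and their interaction in developing and in aging worms.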

A GO enrichment analysis of the regulated genes (Table S3) showed genotypic differences in regulation of calcium transport and in structure molecules, such as collagen or extracellular matrix in developing worms. 

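Single genes of calcium transport, cuticle, and extracellular matrix differed between the strains in developing worms, and camera called none of the 3 lists. unc-68, the ryanodine receptor gene that releases calcium in muscle, was higher in CB4856 by a log2 ratio of 0.51 (standard error 0.12, adjusted p = 0.025, n = 9 arrays). mca-1, a plasma membrane calcium pump gene, was lower in CB4856, at least 1.01-fold (adjusted p = 0.021), with N2 above background on 4 of 9 arrays. Of 56 elements for calcium transport, these were the 1 higher and the 1 lower, and also when adjusted over the list alone (camera adjusted p = 0.44). Of 170 cuticle collagen elements, 2 were higher in CB4856 and none lower by limma (1 and 0 adjusted over the list alone; camera adjusted p = 0.35). These were col-182, annotated as a pseudogene, with a log2 ratio of 1.07 (standard error 0.2, adjusted p = 0.0068, above background at t2 on 1 of 4 arrays in either strain), and col-142, with 1.09 (standard error 0.25, adjusted p = 0.025). Of 49 elements for basement membrane and extracellular matrix, 1 was higher and 1 lower (1 and 1; camera adjusted p = 0.48). The element for let-2, 1 of its 4, had a log2 ratio of -0.68 (standard error 0.15, adjusted p = 0.018), above background on 6 of 9 arrays in N2 and 3 of 9 in CB4856, whereas the 2 let-2 elements above background on every array had 0.12 (adjusted p = 0.76) and 0.13 (adjusted p = 0.59). The element for him-4, a hemicentin gene, 1 of its 3, had a log2 ratio of 0.43 (standard error 0.11, adjusted p = 0.037). Of all 22490 elements, limma called 4.69% in developing worms. Camera tests a list for a shift in a single direction, whereas the paper used a hypergeometric test of enrichment, which was not run here. In the linear model of the methods at the paper's threshold, 5 calcium transport elements were higher in CB4856 and 2 lower, 45 cuticle collagens higher and 3 lower, and 6 of basement membrane and extracellular matrix higher and 1 lower. That model takes the strain term after physiological age, which is higher in CB4856. An equal fall in both strains then gives a positive strain term, and many cuticle collagens fell between t1 and t2, so these counts are not of strain differences alone.

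Leaving out single arrays ended each of these calls. unc-68 was lost without t1 replicate 5 (0.44) or t2 replicate 1 (0.46), 3 (0.51), or 4 (0.55), and mca-1 without t1 replicate 4. col-182 was lost without t2 replicate 4 (0.92), col-142 without t1 replicate 4 (0.86) or 5 (1.09) or t2 replicate 1 (1.06), 3 (1.05), or 4 (1.13), and let-2 without t1 replicate 4 (-0.68) or 5 (-0.67). him-4 was lost without t1 replicates 1, 2, or 5, t2 replicates 1, 2, or 4, or t3 replicates 1, 4, or 5, at log2 ratios between 0.36 and 0.48. With the strain difference taken at a physiological age of 0, unc-68 turned to -0.12 and him-4 to -0.39.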

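Of the genes for the response to oxidative stress, ctl-1, ctl-3, and sod-1 were lower in CB4856 in aging worms, and gst-5, msra-1, and trxr-1 were higher, and camera did not call the list. ctl-1, a catalase gene on chromosome II from 14303568 to 14306260, had a log2 ratio of CB4856 over N2 of -1.24 (standard error 0.12, adjusted p = 1.6e-05, n = 9 arrays). ctl-3 had one of -1.12 on 1 of its 3 elements (standard error 0.18, adjusted p = 0.0019), with CB4856 above background on 7 of 9 arrays, and sod-1, a copper-zinc superoxide dismutase gene, one of -0.48 (standard error 0.11, adjusted p = 0.017). gst-5, a glutathione S-transferase gene, was higher in CB4856 by 0.51 (standard error 0.11, adjusted p = 0.016), msra-1, a methionine sulfoxide reductase gene, by 0.51 (standard error 0.14, adjusted p = 0.046), and trxr-1, a thioredoxin reductase gene, by 0.33 (standard error 0.09, adjusted p = 0.041). These are the 3 lower and 3 higher of 46 elements for the response to oxidative stress (6 and 3 adjusted over the list alone, 11 and 6 at an unadjusted p under 0.05; camera adjusted p = 0.21). Of all 22490 elements, limma called 6.6% in aging worms, and 4792 had an unadjusted p under 0.05. Camera tests a list for a shift in a single direction, so it can miss a list that differs in both. The paper used a hypergeometric test of enrichment instead, which was not run here. In the linear model of the methods at the paper's threshold, 8 were lower and 3 higher. There too the strain term follows physiological age, so that equal changes in both strains enter it.

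The call of sod-1 was lost without t3 replicate 4 (-0.42), and that of gst-5 without t2 replicate 4 (0.35) or t3 replicate 4 (0.48). msra-1 was lost without t1 replicate 1, 3, 4, or 5, any 1 of the 4 t2 arrays, or t3 replicate 1 or 4 (0.49 to 0.53), and trxr-1 without t1 replicate 5, t2 replicate 1 or 4, or t3 replicate 1, 2, 4, or 5 (0.23 to 0.33). Genes of glycoprotein catabolism were not among the lists fixed beforehand.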

For aging worms, we found genotypic differences in regulation of response to oxidative stress and glycoprotein catabolic process. The genotype-by-age interaction affected signaling pathways mediated by cell surface receptors and metabolic processes for nitrogen, glutamine, glyoxylate, isocitrate, or malate in developing worms. 

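On the scale of physiological age, 10 of 82 sperm, 18 of 170 cuticle collagen, and 3 of 68 muscle elements had positive interactions between t1 and t2. With an estimated correlation camera called none of these lists (adjusted p = 0.34, adjusted p = 0.18, and adjusted p = 0.17). col-39 fell by 6.54 on the log2 scale in N2 and by 4.96 in CB4856 (interaction 17.62, standard error 2.59, adjusted p = 0.00021, 5 arrays at t1 and 4 at t2). nspd-7 changed by -2.84 in N2 and by 0.03 in CB4856 (19.53, standard error 2.79, adjusted p = 0.00016), and 1 of 2 elements for ssp-31, a sperm-specific family gene, by -2.78 and -0.79 (14.61, standard error 2.83, adjusted p = 0.0037, with N2 above background on 1 of 4 arrays at t2, lost with scan session as a block). dim-1, a gene of muscle attachment, changed by -2.3 and -1.53 (7.21, standard error 1.09, adjusted p = 0.00028, lost without normalization between arrays).

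Of 170 cuticle collagen elements, 18 had a positive and 2 a negative interaction (34 and 5 adjusted over the list alone; camera adjusted p = 1.7e-07, and adjusted p = 0.18 with an estimated correlation). Of 82 sperm elements, 10 were positive and none negative by limma, nor at an unadjusted p under 0.05 (25 and 0 adjusted over the list alone; adjusted p = 2.2e-12, and adjusted p = 0.34 with an estimated correlation). Of 68 muscle elements, 3 were positive and none negative (7 and 0; adjusted p = 6.2e-12, and adjusted p = 0.17 with an estimated correlation). An equal fall in both strains gives a positive value on this scale, since CB4856 passes through more physiological age. On age groups 1 collagen was positive and 2 were negative, 1 sperm element was positive, and 1 muscle element was positive. col-39, nspd-7, ssp-31, and dim-1 were called on age groups too (adjusted p = 0.048, 0.00053, 0.023, and 0.023).

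Among signaling genes, hedgehog-related and molting genes were positive on 5 and negative on 1 of 98 elements (9 and 1 adjusted over the list alone; adjusted p = 0.0018, and adjusted p = 0.34 with an estimated correlation; 2 and 1 on age groups). grd-2 (interaction adjusted p = 6.1e-05) was above background at t1 on 5 of 5 arrays in N2 and 2 of 5 in CB4856, and at t2 on none in either strain. grd-4 (interaction adjusted p = 2.3e-06) was above background at t2 in N2 alone, on 4 of 4 arrays. Of 57 elements for the transforming growth factor beta and Wnt pathways none was called by limma, with 0 positive and 3 negative at an unadjusted p under 0.05 and none in the linear model of the methods (camera adjusted p = 0.24). Of 31 elements for glutamine, glyoxylate, and TCA cycle enzymes, limma called none, with 3 positive and 1 negative at an unadjusted p under 0.05 and none in the linear model of the methods (camera adjusted p = 0.26).

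**Figure D3:**
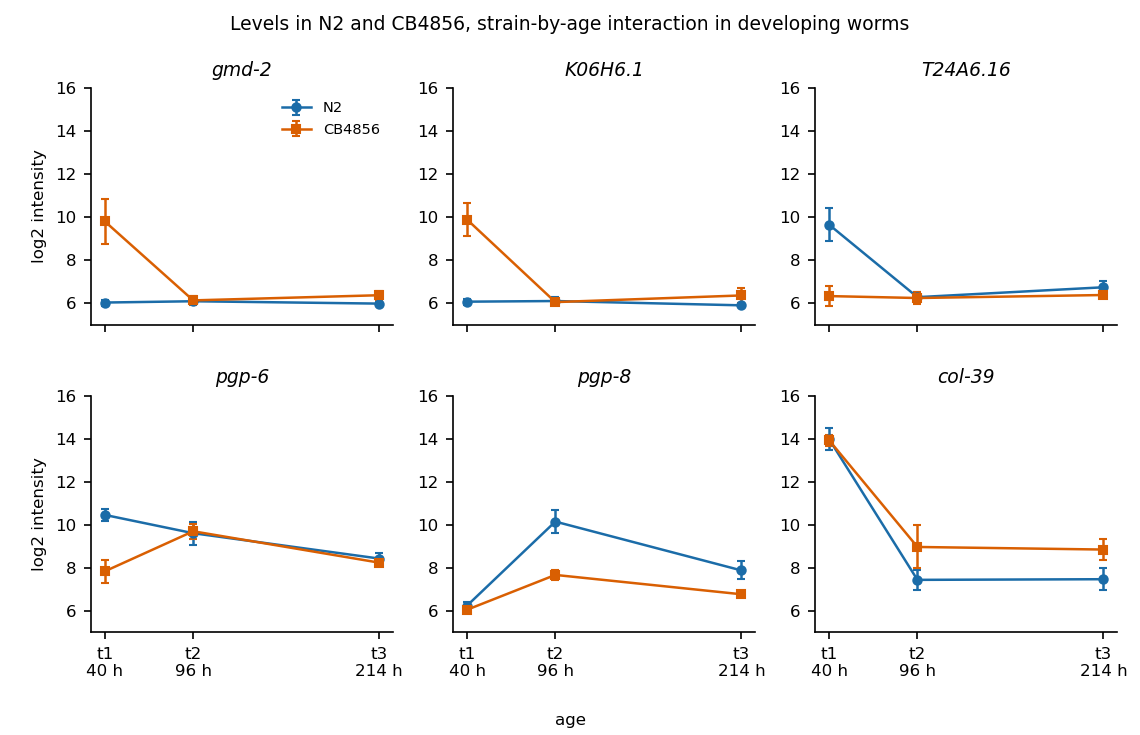
Mean log2 intensity with SD of N2 and CB4856 at t1, t2, and t3 (5, 4, and 5 arrays) for genes with a strain-by-age interaction in developing worms. Levels of gmd-2 and K06H6.1 in N2 and, at t2, in CB4856, and of pgp-8 at t1, lie below background. col-39 changes between t1 and t2 by -6.54 in N2 and by -4.96 in CB4856.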

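Between t2 and t3, 11 of 170 cuticle collagen and 3 of 78 UDP-glucuronosyltransferase elements had positive interactions on physiological age, and 6 of 82 sperm elements negative ones. With an estimated correlation camera called none of these lists (adjusted p = 0.15, adjusted p = 0.15, and adjusted p = 0.35). spp-17, a saposin-like gene on chromosome I from 1016405 to 1017176, changed by -3.08 on the log2 scale in N2 and by -0.82 in CB4856 (interaction 8.22 per unit of physiological age, standard error 1.22, adjusted p = 0.00055, 4 arrays at t2 and 5 at t3). col-94, with t3 replicate 2 apart, changed by -2.26 and -0.63 (5.82, standard error 0.99, adjusted p = 0.0025), ugt-31 by -2.63 and -0.84 (6.08, standard error 0.85, adjusted p = 0.00027), and clec-48, a C-type lectin gene, by -1.65 and -0.66 (3.91, standard error 0.54, adjusted p = 0.00022, lost without normalization between arrays). ugt-25 changed by -2.84 and -0.43 (7.86, standard error 1.3, adjusted p = 0.0018), with CB4856 above background on 3 of 4 arrays at t2 and 4 of 5 at t3, and was lost with scan session as a block, and both UDP-glucuronosyltransferase genes with plain subtraction of the background. msp-10, a major sperm protein gene, changed by 3.39 and 1.48 (-7.04, standard error 1.37, adjusted p = 0.01), but was lost without t2 replicate 1 (-6.34) or t3 replicate 2 (-6.60) and on age groups (adjusted p = 0.086).

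Of 170 cuticle collagen elements, 11 were positive and none negative by limma (20 and 1 adjusted over the list alone; camera adjusted p = 9e-11, and adjusted p = 0.15 with an estimated correlation), against 5 and 0 on age groups. Of 78 UDP-glucuronosyltransferase elements, 3 were positive and none negative (8 and 0; adjusted p = 1.7e-08, and adjusted p = 0.15 with an estimated correlation), and 3 and 0 on age groups. Of 82 sperm elements, 6 were negative and none positive, nor at an unadjusted p under 0.05 (19 and 0 adjusted over the list alone; adjusted p = 7.4e-15, and adjusted p = 0.35 with an estimated correlation), against 1 and 0 on age groups.

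Of 48 cell division elements limma called none, with 1 positive and 0 negative at an unadjusted p under 0.05 and none in the linear model of the methods (camera adjusted p = 0.096). Of 109 elements for lipid metabolism, 1 was called (3 adjusted over the list alone; camera adjusted p = 0.062). This was acs-1, a fatty acid CoA ligase gene, which changed by -2.36 in N2 and by -1.73 in CB4856 (3.17, standard error 0.72, adjusted p = 0.034). It was lost on age groups (adjusted p = 0.46) and without t2 replicate 2 (2.85) or 3 (3.19), or t3 replicate 2 (2.72), 3 (3.00), 4 (3.29), or 5 (3.35).

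**Figure D4:**
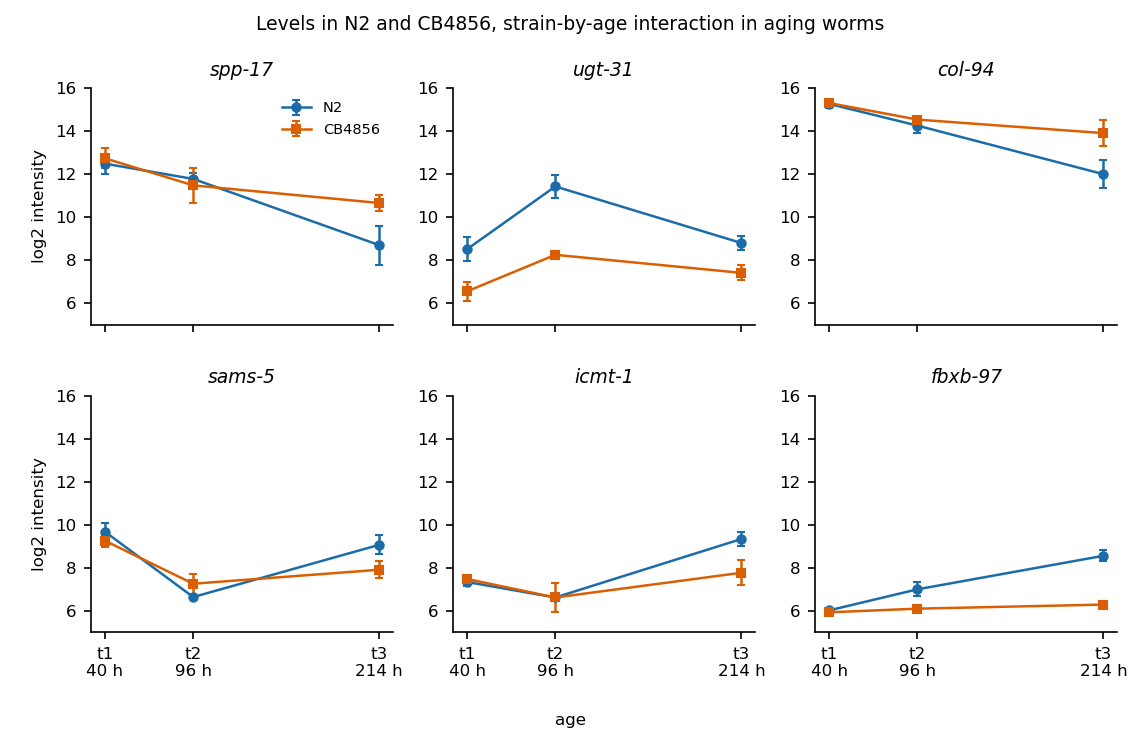
Mean log2 intensity with SD of N2 and CB4856 at t1, t2, and t3 (5, 4, and 5 arrays) for genes with a strain-by-age interaction in aging worms. Levels of fbxb-97 in CB4856 at t2 and t3 lie below background. spp-17 changes between t2 and t3 by -3.08 in N2 and by -0.82 in CB4856.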

In aging worms, regulated processes included cell division and lipid storage.

### Comparison of parental strains and RILs showed the polygenic nature of gene expression regulation in older worms

We investigated the overlap between differentially expressed genes for the parental strains and the genes for which we could identify an eQTL in the segregants. Figure 1 shows three possible relevant gene categories identified: (A) genes differentially expressed between the parental lines for which an eQTL was detected; (B) genes differentially expressed between the parental lines without an eQTL; and (C) genes not differentially expressed between the parental lines but with an eQTL.

**Figure 1:**
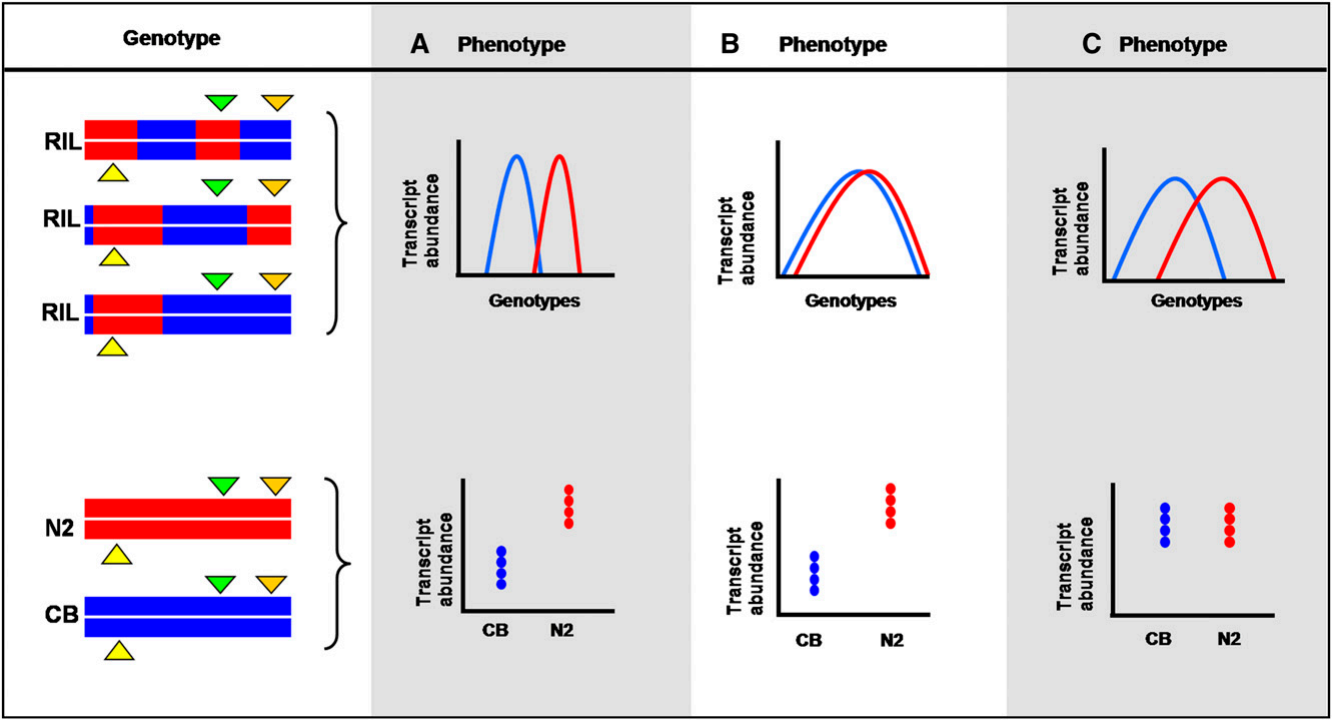
Interpretation of gene expression differences in segregating populations. Three different features could be identified when comparing mapping data from RILs and expression level differences between parental strains. (A) Genes with a statistical evidence for genomic linkage (eQTL) and different levels of transcript abundance between the parental lines. The regulatory elements (green and orange triangles) may have different effects (red or blue) over the phenotype (gene expression). Reshuffling the different regulatory elements in the RILs induced phenotypes in the population within the range of the parental strains (from red to blue). (B) Genes with no statistical evidence for genomic linkage (eQTL) and different levels of expression between the parental lines. The regulatory elements may have similar and/or opposite small effects. Their recombination induces intermediate phenotypes in the RILs. None of the single effects of any of the multiple regulators was large enough to be identified. Different mapping strategies or complementary experimental data may be able to identify multiple regulatory elements affecting the expression levels. (C) Genes with statistical evidence for genomic linkage (eQTL) and with similar levels of transcript abundance between the parental strains. The genomic recombination may have induced extreme phenotypes when compared to the parental lines. The expression level of some of those genes may show signs of transgressive segregation.

Category A genes has a (partially) simple genetic architecture. These genes are differentially expressed between the parental lines and segregate, most likely as the result of a single and detectable strong effect locus. We found 496 genes in developing worms with a genotypic effect and 266 in aging worms. GO enrichment analysis (Table S4) showed ATPase activity, calcium transport, and protein kinase activity as strongly regulated processes in developing worms. In aging worms, we found genotypic effect for response to oxidative stress responses, metal ion binding, and hydrolase. Similarly we found 342 genes in developing worms with a genotype-by-age effect and 288 in aging worms (Table S1 and Figure S1, Figure S2, Figure S3, and Figure S4). Genes with a genotype-by-age effect in aging worms were related to oxidative stress responses and to metabolism of glutamine and glycoproteins and ATP-binding (Table S4).

In category B (Figure 1B), we identified 2535 genes (in developing worms) and 1803 genes (in aging worms) with a genotypic effect but without an eQTL (Table 1). For genotype-by-age interaction, 3650 genes (in developing worms) and 2741 genes (in aging worms) were found to be differentially expressed between the parental strains but without a corresponding _g×a_eQTL (genotype-by-age eQTL). For both eQTL and _g×a_eQTL, the failure in detection might be explained by multiple loci with small effects, in which none of these loci had a regulatory effect strong enough to be detected in the RILs.

**Table 1:** Number of genes overlapping between differentially expressed genes in the parental strains and genes for which an eQTL was mapped

	Developing			Aging	
	Genotype	Age*Genotype		Genotype	Age*Genotype
Genes with a significant eQTL	1401	935		867	844
Differentially expressed in the parents	2899	3888		1999	2886
Detected eQTL and differentially expressed in the parents	496	342		266	288
NO detected eQTL and differentially expressed in the parents	2535	3650		1803	2741
Detected eQTL and NOT differentially expressed in the parents	1041	691		673	688

The first two rows show the number of genes with an eQTL in the RILs and differentially expressed in the parental strains with genotype and age-by-genotype effects. The next three rows show the number of genes within the three categories considered: category A, genes with at least an eQTL and differentially expressed between the parents; category B, genes without an eQTL but differentially expressed in the parents; and category C, genes with an eQTL but not differentially expressed in the parents. Thresholds for eQTL detection: –log10 *P*-value > 3 and –log10 *P*-value > 2 for parental analysis.

In category C (Figure 1C), we found 1041 genes (in developing worms) and 673 genes (in aging worms) with an eQTL but no difference in expression between the parental strains. For the _g×a_eQTL, an equal number was found for developing (691) and aging (688) worms (Table 1). The eQTL in category C may be the result of new epistatic interactions in the RILs or complementary additive effects of the new allelic combinations (Rieseberg *et al.* 1999; Brachi *et al.* 2010). Both possibilities involve multiple regulatory elements and are likely to show transgression [*cf*. Gutteling *et al.* (2007a, b)] of gene expression due to higher or lower transcript abundance in a specific group of RILs than in either parent.

Compared with category A (genes differentially expressed between the parental lines for which an eQTL was detected), many more genes fall in category B (genes differentially expressed between the parental lines without an eQTL), suggesting the polygenic nature of gene expression regulation and the decreased activity of strong effect locus in older worms (Table 1). The difference between genes in category A and C (genes not differentially expressed between the parental lines but with an eQTL) suggested transgressive segregation of gene expression.

### Heritability of gene expression and eQTL changed with age

Failure to detect eQTL in genes differentially expressed between the parental lines (category B genes) suggested polygenic regulation of gene expression and activity of small effect regulatory locus. Furthermore, genes with high heritability values for transcript abundance (from now on, highly heritable genes) are more likely to have a detectable eQTL, and highly heritable genes without an eQTL suggest more polygenic regulation of gene expression. Therefore, we investigated how heritability (H^2^) of gene expression changes with age and its possible relation with the ability to detect eQTL in older worms.

Heritability is the fraction of variation, in gene expression, that can be attributed to genotypic variation in the segregants. 

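The spread of single channel values among the arrays of a parental line did not differ detectably between the ages. This spread holds dye and spot differences as well as those between worm samples, since no dye effect was removed. A change with age in the within line variance itself could therefore be hidden. On each array, the median over the elements of the absolute deviation from the mean of the strain and age was taken on the log2 scale of single channels. It averaged 0.158 (SD 0.011, n = 5 arrays) at t1, 0.165 (SD 0.0089, n = 4) at t2, and 0.161 (SD 0.031, n = 5) at t3. The difference between t3 and t1 was 0.00378 (exact permutation test, two-sided, p = 0.81 over 252 splits), and that between t2 and t1 was 0.00773 (exact permutation test, two-sided, p = 0.341). The difference between t3 and t1 was -0.0137 without t3 replicate 3, -0.00156 without t1 replicate 5, -0.000233 without t3 replicate 5, 0.0111 without t3 replicate 2, 0.0167 without t3 replicate 4, and 0.00666 without t1 replicate 3. Without normalization between arrays it was 0.0541 (exact permutation test, two-sided, p = 0.302), and with log ratios in place of single channels -0.0325 (exact permutation test, two-sided, p = 0.0714). The median of the pooled within line variance over the elements was 0.0584 at t1, 0.0577 at t2, and 0.063 at t3. At t1 the median was 0.0489 in N2 and 0.0507 in CB4856, and at t3 it was 0.0563 and 0.0537. The variance among the RILs, the other part of the heritability, was not measured on these arrays.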

The heritability of each transcript was estimated from the pooled within line variance of the parents as in Keurentjes *et al.* (2007) (Figure 2). The mean heritability for developing worms was 0.64 and for aging worms 0.67. As expected (Brem *et al.* 2005), we observed that the percentage of genes for which an eQTL could be found increased with H^2^ for both young and developing worms. However, for old and for aging worms (reproductive to old worms), the percentage of genes for which an eQTL could be found hardly increased with an increasing H^2^ (Figure 2). Some of the highly heritable functions identified only in aging worms were gluconeogenesis, calcium channel activity, cholesterol binding, and protein kinase activities (complete GO analysis of those genes can be found in Table S5 and Table S6).

**Figure 2:**
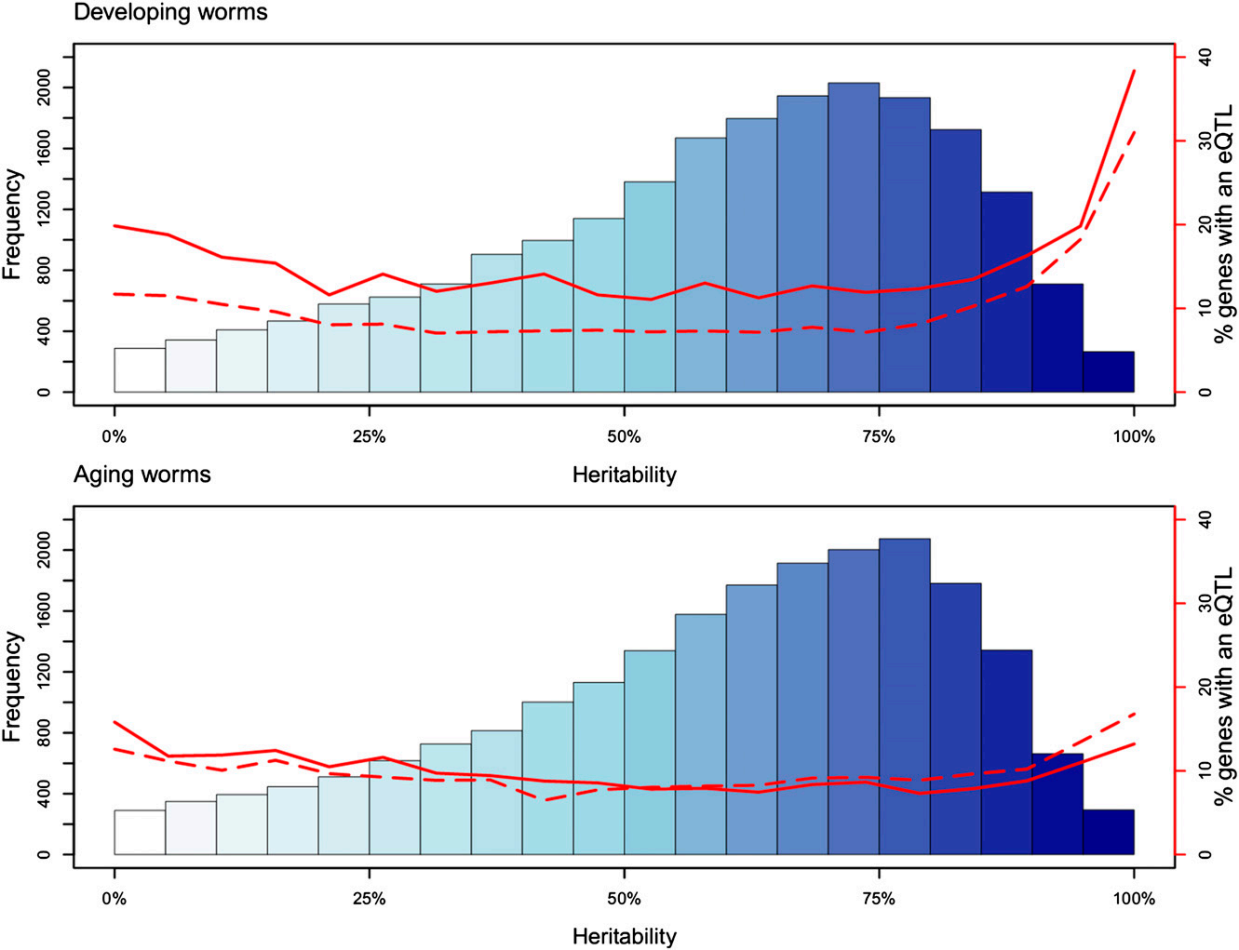
Heritability and eQTL. Heritability of gene expression in developing and aging worms was plotted. The y-axis (left side) shows the frequency of transcripts within a range of heritability values. The x-axis shows the percentage of heritability per gene. The red line (y-axis, right side) indicates the number of genes with an eQTL (solid line) and number of genes with an _a×g_eQTL (dashed line) within the range of heritability.

### Patterns of gene expression showed signs of transgressive segregation

To detect transgressive segregation, we compared expression levels of the parental and RILs in juvenile, reproductive, and old worms. We found 8205 (43.4%), 9109 (48.2%), and 8484 (44.9%) genes, respectively, in which expression levels transgressed. That is, per gene, six or more RILs had expression levels higher or lower than two times the standard deviation (2*SD) of either parent. This large transgression abundance in gene expression could be caused by the difference in physiological age between and among the RILs and parental lines. To get a better estimate of transgression, we investigated whether changes in gene expression would also transgress with age. Namely, a gene showed signs of transgressive segregation if six or more RILs had expression levels higher or lower than 2*SD of either parent in t1 and t2 (developing worms) or in t2 and t3 (aging worms). In this way, we identified 1032 genes (5.4%) with significant transgression of expression changes in developing worms, and 1122 genes (5.9%) in aging worms. The results show that transgressive segregation of gene expression was widespread, which is an indication of polygenic regulation of gene expression; however, transgression did not change with age.

### Heritability, number of eQTL, and transgressive segregation all pointed to increased polygenic regulation in old worms

We identified highly heritable patterns of gene expression for developing worms (9924 genes with H^2^ > 0.69) and for aging worms (7338 genes with H^2^ > 0.77) (see *Materials and Methods* for threshold determination). The overlap between highly heritable genes, number of eQTL, and transgressive genes in developing and aging worms is shown in Figure 3. As expected from the comparison between eQTL and differentially expressed genes in the parental lines (Table 1 and Figure 3), the highly heritable genes were enriched for eQTL, especially for genes with H^2^ > 0.9 (Figure 2). Of the total genes with eQTL, we found 66.3% (developing) and 52.4% (aging) in the high heritability group. This finding shows heritability as a predictor of eQTL detection; however, it is not perfect. For instance, when we selected for high heritability before mapping, many eQTL would be missed because 33.7% (620) and 47.6% (632) of the genes with eQTL in developing and aging worms did not fall into the high heritability groups (see also Figure 2). The relative increase of genes with an eQTL but low heritability in aging worms indicates that age affects the relationship between heritability and the ability to detect eQTL. This age effect was also observed between heritability and transgression. In developing worms, 7.2% (82) of the genes showed transgression but did not have high heritability values, whereas in aging worms this increased to 17.7% (199) of the genes.

**Figure 3:**
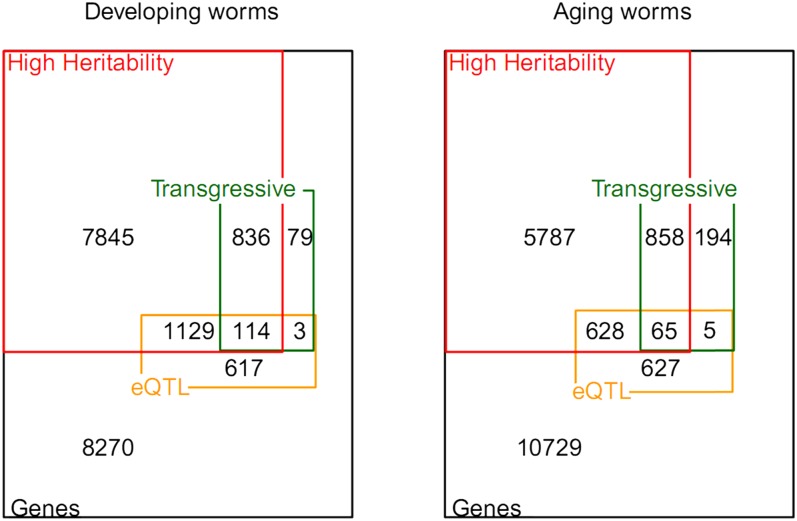
Overlapping features analyzed in developing and aging worms. From almost 19,000 analyzed genes (black square), we identified highly heritable genes (red square), genes with at least one detectable genomic linkage (eQTL, orange square), and genes in which expression values transgressed from the parental values (Transgressive, green square).

Genes with transgression but low heritability are interesting as they imply that the RILs have a low among-strain variance but are somehow shifted in mean value from the mid parent value. It implies that the transgression is due to heritable factors that do not contribute to the estimated heritability (*e.g.* epistatic interactions). Table S7 and Table S8 list those genes and a GO enrichment analysis. Interestingly, biological functions associated with those genes in developing worms (7.2%) were related to embryonic development and growth. On the other hand, in aging worms (17.7%), biological functions were related to transcription, signal transduction, and proteolysis. Nevertheless, in general, genes showing transgressive segregation have a higher heritability and are enriched with eQTL (Figure S5).

### The number of polymorphic regulators increased with age

Failure to detect eQTL may be explained by multiple regulatory elements in which effects cannot be detected using single marker analysis. Moreover, the differences in number of genes with eQTL, signs of transgression, and high heritability between developing and aging worms indicate that the power of eQTL detection was affected by age. To test this hypothesis, we applied a forward and backward marker selection approach on model 1 previously used for eQTL detection. The procedure selects per gene the markers and their interactions for the linear model 1 that would best explain the variation in expression. This strategy allowed identifying genes that were likely to have more than one polymorphic regulatory element affecting their expression values at different ages. A summary of the results is shown in Figure 4, where the number of transcripts was ordered by heritability classes (x-axis) and the percentage of detected eQTL per type was plotted (y-axis). In developing worms, we found that the number of transcripts with an eQTL increased when two or more markers were fitted into the model. This increment was larger for transcripts with higher heritability. Strikingly, in aging worms, the increase in eQTL was larger when two or more markers in the model were considered. Moreover, in developing worms, hardly any signs of epistatic interaction were found, whereas in aging worms, epistatic interaction made up a large part of the detectable genetic effects. This further strengthens the observation that heritable regulation of gene expression becomes more polygenic in aging worms due to involvement of multiple loci affecting the power of eQTL detection in older individuals.

**Figure 4:**
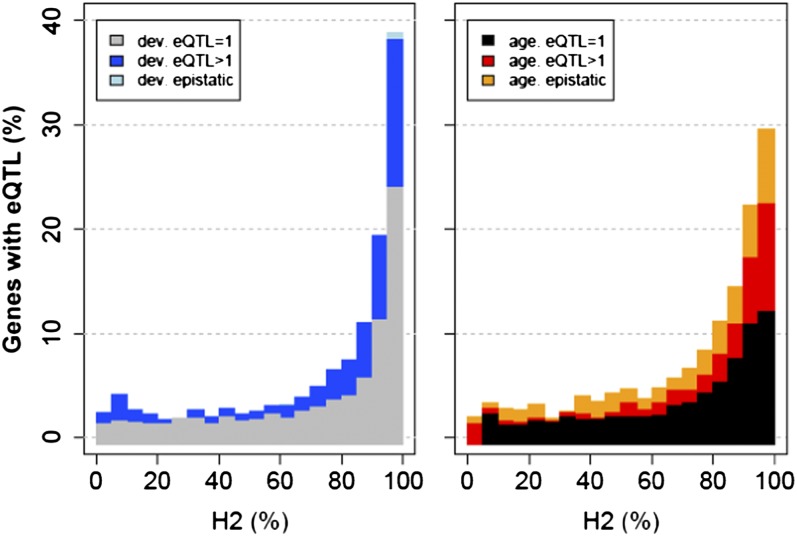
Percentage of eQTL (y-axis) detected in transcripts ordered by heritability (H2; x-axis). Developing worms are represented in the left panel and aging worms in the right panel. Total height of the bar indicates the percentage of genes for which eQTL could be found. Gray and black areas indicate the percentage of genes for which only one eQTL could be detected. Blue and light blue (for developing worms) and red and orange (for aging worms) areas show the percentage of genes with two or more eQTL. Light blue and orange areas indicate the percentage of genes for which signs of epistatic interactions were found. The relative increase in genes with polygenic regulation is largest in the highly heritable group of genes in aging worms.

## Discussion

Heritability provides a measurement of the phenotypic variation that can be attributed to genotypic variation and is an indicator of the relative importance of genes and environment in traits variation (Visscher *et al.* 2008). Understanding how heritability changes with age is important not only for eQTL mapping but also because age-specific heritability determines how populations respond to natural selection. This has been studied for life-history traits in cattle (Albuquerque and Meyer 2005), in fruit flies (Snoke and Promislow 2003), and in natural populations of swans (Charmantier *et al.* 2006). For gene expression, as for other traits, the power to detect loci that affect gene expression (eQTL) depends largely, but not exclusively, on heritability. We found a mean heritability of 0.67 in aging worms, which was not significantly different from developing worms (0.64). These findings are comparable to mean heritability values found for gene expression in RIL populations of yeast (Brem *et al.* 2005; Zou *et al.* 2009) and *Arabidopsis* (Keurentjes *et al.* 2007). But heritability of many phenotypic traits changes with age. For example, Rovers *et al.* (2002) found that heritability changed from 0.44 to 0.71 in a three-year study for otitis media (inflammation of the middle ear) in humans. Also, studies in cattle have reported heritability changes for morphological characteristics with age (Réale *et al.* 1999). Likewise, we found that for individual genes the heritability of gene expression between developing and aging worms was different, and therefore, the biological functions identified as highly heritable at different ages changed.

Our study also showed that heritability of gene transcript abundance and the number of eQTL are uncoupled in aging worms because of the increased polygenic nature of gene expression regulation. We found that with a single marker approach almost 20% of genes with a heritability > 0.9 had an eQTL in developing worms. Surprisingly, only 10% was found in old worms. Using a multimarker approach, this percentage increased to almost 30% for both age groups.

Recently, we showed that the number of detected heritable gene expression patterns declined with age (Viñuela *et al.* 2010a). Linkage analysis indicated that the decline in number of eQTL in older worms was stronger in *cis*-acting linkages than in *trans*-acting. In line with those results, our data presented here indicate that a major part of gene expression regulation becomes more polygenic in aging worms. This suggests that multiple intermediates involved in *trans*-acting regulation become relatively more influential with age. But care should be taken in making strong conclusions. The efficiency to map eQTL depends to a large extent on the *P*-value thresholds at which eQTL are mapped. This especially applies to *trans*-acting eQTL, because they exhibit smaller genetic effects (Petretto *et al.* 2006). Their smaller effect has been related to the number of protein intermediates (Smith and Kruglyak 2008). Polymorphic variation may be diluted over a larger number of proteins and, therefore, are more difficult to map. Moreover, *trans*-regulation can have intermediate regulators with opposing effects on transcripts levels. Such opposite effects can cancel each other in a large group of RILs, limiting the ability to detect genetic linkage (Brem *et al.* 2005; Smith and Kruglyak 2008). Therefore, it is likely that the relationship between heritability and eQTL detection was uncoupled in aging worms as a consequence of the increased polygenic and less strong gene expression regulation.

Transgressive segregation analysis and the comparison of RILs with parental strains suggest that gene expression regulation becomes more polygenic with age. We identified a similar number of genes in both age groups. Transgressive segregation is attributed to epistatic interactions between alleles or to opposite additive effects of segregating alleles (Rieseberg *et al.* 1999). Therefore, the high heritability of transgressive genes was expected. However, the number of transgressive genes for which we were able to identify genomic linkage was lower in aging worms, suggesting that a more complex polygenic regulation affected our ability to detect linkages at these ages. Genes with transgression but without high heritability suggests that the RILs do not have a high among-strain variance but are, to a certain extent, shifted in mean value from the mid parent value. This implies that the transgression is due to heritable factors that do not contribute to the estimated heritability, mainly due to epistatic interactions. To further refine these studies and focus on specific loci, introgression lines (Doroszuk *et al.* 2008; Kammenga *et al.* 2008) or a combination of RNAi knockdown experiments across different RILs (Elvin *et al.* 2011) can be used.

Stochasticity in gene expression is widely assumed to play a role in the aging process, and it may affect our ability to detect eQTL in aging worms. Bahar *et al.* (2006) reported in aging mouse heart an increased cell-to-cell variation in gene expression, and Herndon *et al.* (2002) reported muscle-specific decline in aging *C. elegans* associated with stochastic events. The latter study, however, also reported a well-maintained nervous system in senescent worms with no association with any stochastic event, suggesting a specific tissue aging rate. Genome-wide variation of gene expression increased in aging *C. elegans* worms (Viñuela *et al.* 2010a); however, some genes in aging worms were found to be strongly regulated and therefore had low levels of stochasticity. Those regulated genes in older individuals were associated with longevity, just as many other studies have identified regulated genes in older individuals (Golden and Melov 2004; Mccarroll *et al.* 2004). The question can be raised whether stochastic variation associated with aging is another factor explaining the increased discrepancy between eQTL and heritability values in older worms. The different number of highly heritable transcripts at both ages (9924 genes with H^2^ > 0.69 in developing worms, and 7338 genes with H^2^ > 0.77 in aging worms) could be due to increased noise in older worms. Because heritability is a measurement of the phenotypic variation that can be attributed to genotypic variation, it is assumed that the remaining variation is due to environmental changes. Here, aging might be considered an (internal) environmental factor. Changes in the environment (age) could induce phenotypic variation by means of stochasticity and therefore lead to lower heritability values and less highly heritable transcripts in older worms. However, an underestimation of heritability due to stochasticity does not explain the similar percentage of highly heritable genes for which we could not identify an eQTL (79% and 78.8%, respectively).Heritability of gene transcript abundance and the number of eQTL are uncoupled in aging worms because of the increased polygenic nature of gene expression regulation. We showed that heritability of gene expression changes with age. The mean heritability was similar for both age groups but not at the single gene level, where it changes with age. A possible reason could be age-dependent changes in gene expression regulation. A scenario in which regulation becomes more polygenic in aging worms would explain a large part of the decrease in eQTL. Likewise, it would explain the imbalance between highly heritable genes and eQTL in aging worms, as well as the smaller number of detected transgressive genes. These results might be important for understanding the failure to detect heritable variants in GWAS studies. As GWAS are enriched for eQTL, our results imply that GWAS should take into account the diminished effects of loci at older ages.

## Supplementary Material

Supporting Information

# Supplementary material for: Aging Uncouples Heritability and Expression-QTL in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2012 May 1;2(5):597–605. doi: 10.1534/g3.112.002212
**Supplement:** Supporting Information

Supporting Information 

# Aging Uncouples Heritability and Expression-QTL in *Caenorhabditis elegans*

## Supporting Information for Vinuela *et al*, 2012

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S5 and Tables S1-S8 (PDF, 551 KB)
- Figure S1 - Number of overlapping genes between differentially expressed genes in the parental strains and with at least an eQTL at different thresholds in developing worms with genotype effect (PDF, 86 KB)
- Figure S2 - Number of overlapping genes between differentially expressed genes in the parental strains and with at least an eQTL at different thresholds in developing worms with genotype\*age interacting effect (PDF, 84 KB)
- Figure S3 - Number of overlapping genes between differentially expressed genes in the parental strains and with at least an eQTL at different thresholds in old worms with genotype effect (PDF, 84 KB)
- Figure S4 - Number of overlapping genes between differentially expressed genes in the parental strains and with at least an eQTL at different thresholds in old worms with genotype\*age interacting effect (PDF, 84 KB)
- Figure S5 - Transgressive segregation, heritability and eQTLs (PDF, 358 KB)
- Table S6 - Table summary with GO terms enrichment analysis summary for highly heritable genes in developing and aging worms (PDF, 107 KB)
- Table S1 - List of differentially expressed genes between N2 and CB4856 in juvenile (t1), reproductive (t2) and old worms (t3) (.xls, 685 KB)
- Table S2 - List of differentially expressed genes between N2 and CB4856 in developing (t1 vs. t2) and aging worms (t2 vs. t3) (.xls, 1.1 MB)
- Table S3 - Significantly enriched Gene Ontology (GO) terms and functional domains (.xls, 33 KB)
- Table S4 - Table with GO enrichment analysis of overlapping genes between differentially expressed genes in the parental strains with at least an eQTL in developing and aging worms (.xls, 25 KB)
- Table S5 - Table with GO enrichment analysis of highly heritable genes in developing and aging worms (.xls, 30 KB)
- Table S7 - Excel file with genes showing signs of transgressive segregation, but without high heritability in developing worms in one spreadsheet (.xls, 40 KB)
- Table S8 - Excel file with genes showing signs of transgressive segregation, but without high heritability in aging worms in one spreadsheet (.xls, 60 KB)

# Supplementary material for: Aging Uncouples Heritability and Expression-QTL in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2012 May 1;2(5):597–605. doi: 10.1534/g3.112.002212
**Supplement:** Supporting Information

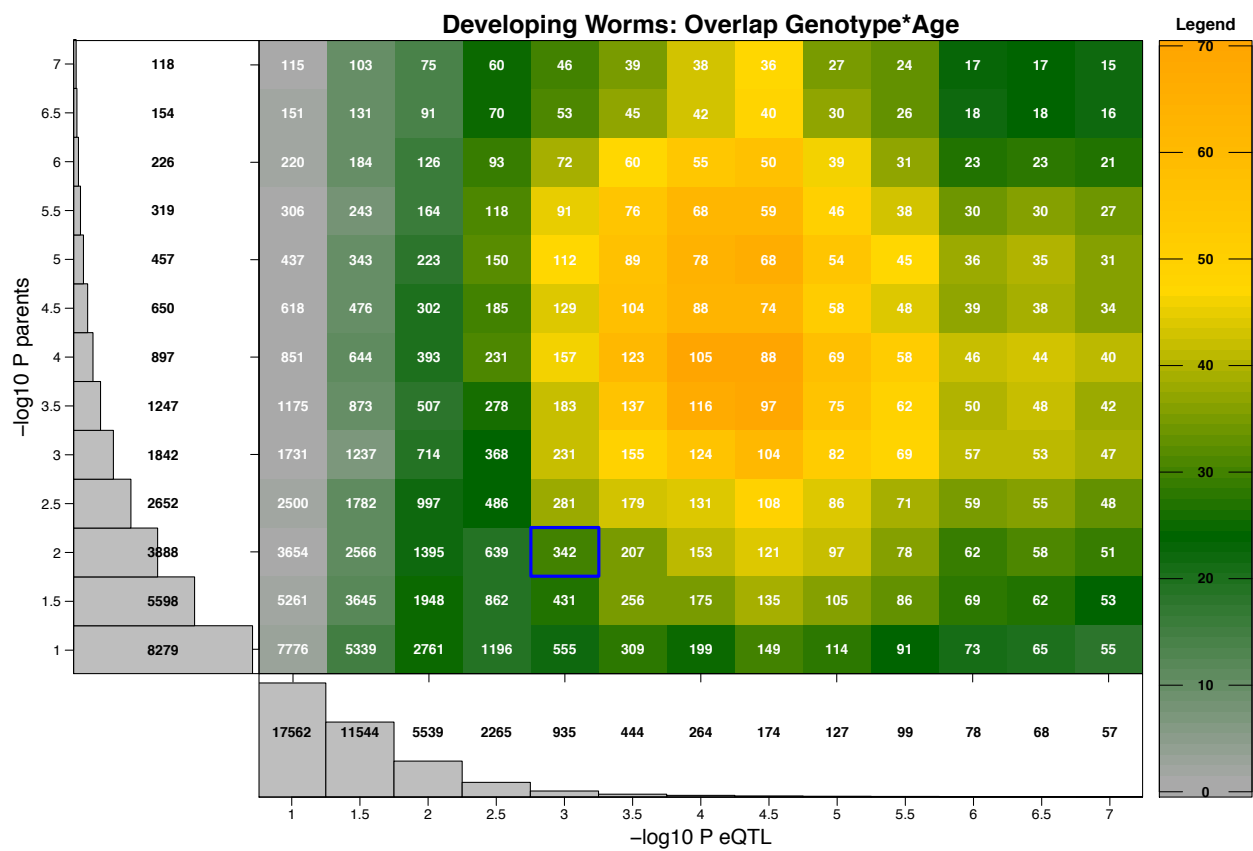

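At the strictest of 6 thresholds, the genes whose change between t1 and t2 differed between the strains included K06H6.1, gmd-2, and T24A6.16. K06H6.1 (interaction adjusted p = 6.1e-08 from limma) and gmd-2 (adjusted p = 8.9e-07) were above background in CB4856 on 5 of 5 arrays at t1 and none at t2, and in N2 on none at either age. At t1 they were at least 8.29-fold and 8.01-fold higher in CB4856. On 1 of its 2 elements (interaction adjusted p = 7.7e-08), T24A6.16 was above background in N2 on 5 of 5 arrays at t1 and 1 of 4 at t2, with a change of -3.37 on the log2 scale, and in CB4856 on 1 of 5 at t1 and none at t2. At an unadjusted -log10 p above 1, 2, 3, 4, 5, and 6, the interaction covered 4570, 1403, 477, 240, 121, and 67 genes. These were 4865, 1451, 498, 252, 127, and 69 of the 22490 elements, where evenly spread p-values would give 2249, 224.9, 22.5, 2.2, 0.2, and 0. Those expectations do not exclude chance. With log ratios exchanged between the arrays of t1 and t2, up to 602 elements were called at an adjusted p under 0.05, against the real 544. The eQTL side of the overlap needs the RILs and was not computed.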

Figure S2 Number of overlapping genes between differentially expressed genes in the parental strains and with at least an eQTL at different thresholds in developing worms with genotype*age interacting effect. See Figure S1 legend for details.

# Supplementary material for: Aging Uncouples Heritability and Expression-QTL in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2012 May 1;2(5):597–605. doi: 10.1534/g3.112.002212
**Supplement:** Supporting Information

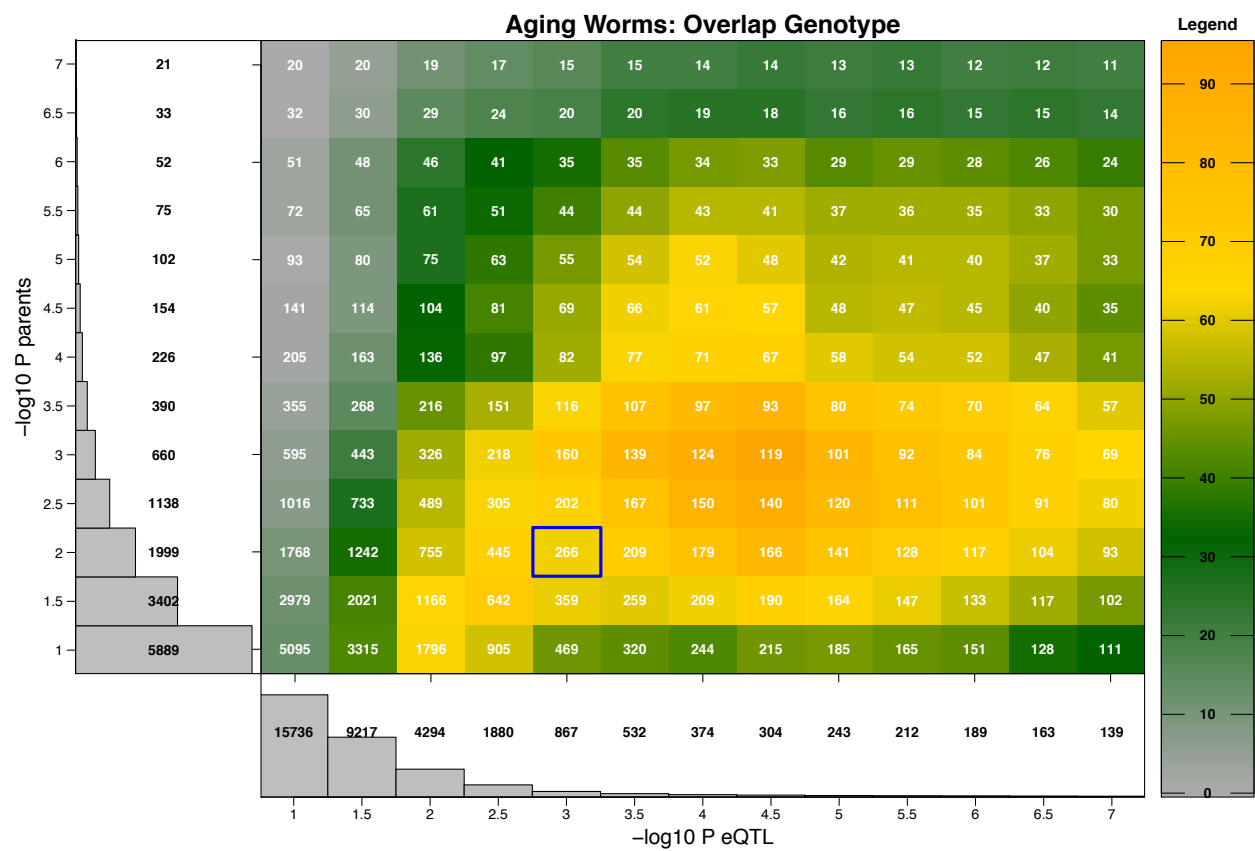

Figure S3 Number of overlapping genes between differentially expressed genes in the parental strains and with at least an eQTL at different thresholds in old worms with genotype effect. See Figure S1 legend for details.

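In aging worms, fbxa-206, an F-box gene on chromosome V from 16917192 to 16918478, was higher in N2 (adjusted p = 7.7e-09 from limma), and so was ugt-28 (adjusted p = 2e-08), both above background on all 9 arrays in N2 and on none in CB4856. The strain difference in aging worms covered 5908, 2171, 939, 470, 267, and 175 genes at an unadjusted -log10 p above 1, 2, 3, 4, 5, and 6.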

# Supplementary material for: Aging Uncouples Heritability and Expression-QTL in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2012 May 1;2(5):597–605. doi: 10.1534/g3.112.002212
**Supplement:** Supporting Information

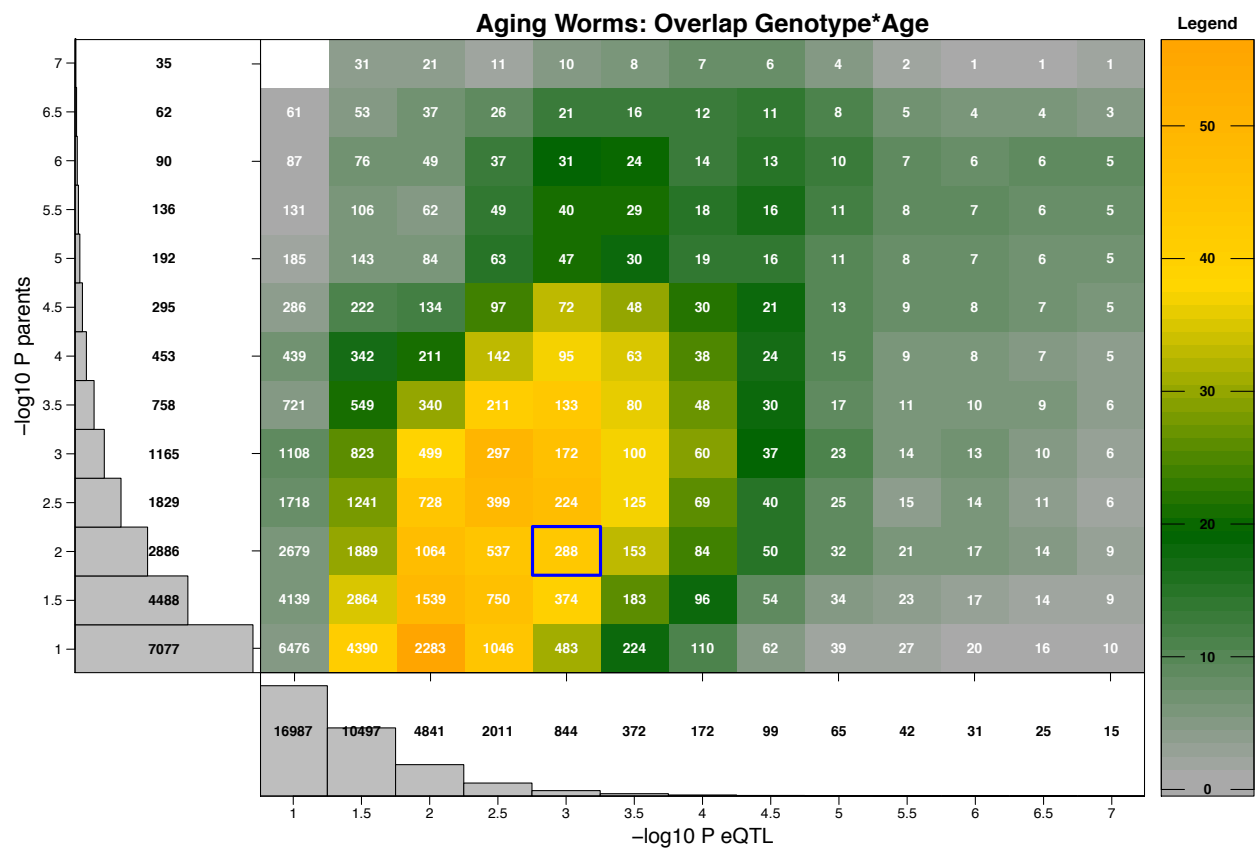

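In aging worms, fbxb-97, an F-box gene, changed between t2 and t3 by 1.55 on the log2 scale in N2, where it was above background on 3 of 4 and 5 of 5 arrays, and was above background on no array in CB4856 (interaction adjusted p = 1.3e-06 from limma, lost with plain subtraction of the background). On 1 of its 2 elements, sams-5, an S-adenosylmethionine synthetase gene, changed by 2.42 in N2 and by 0.65 in CB4856 (-6.12, standard error 0.74, adjusted p = 4.9e-05), above background at t2 on 1 and 2 of 4 arrays. The interaction in aging worms covered 3156, 738, 255, 97, 51, and 28 genes at an unadjusted -log10 p above 1, 2, 3, 4, 5, and 6.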

Figure S4 Number of overlapping genes between differentially expressed genes in the parental strains and with at least an eQTL at different thresholds in old worms with genotype*age interacting effect. See Figure S1 legend for details.

How the deposited data were processed for this re-analysis (not part of the article)

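RNA of N2 and CB4856 was measured on 14 arrays with 2 dyes, 5 at t1, 4 at t2, and 5 at t3. The spot intensity values, as deposited, are the mean intensity and the median local background of each dye, quantified by the authors with ScanArray Express (fixed circle) per the file headers, in scanner units and neither background corrected nor normalized. The authors also deposited a table of log2 values, the log2 ratio of N2 over CB4856 per array, normalized with limma according to the authors' notes, in which no background subtraction was seen. It was used for 1 alternative. The flag codes set by the scanner software are not explained in the files.

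The deposited intensities were read in R 4.3.3 and processed with limma 3.58.1 and statmod 1.5.0, with normexp background correction (offset 50), loess within arrays, and quantile normalization between arrays. One limma model over the 14 arrays held the strain difference at each age and a dye term. Strain differences in developing (t1 and t2) and aging (t2 and t3) worms are averages of 2 ages. The age effect was tested on the mean log2 intensity of both dyes with arrays as samples. The interaction was fitted on physiological age to the 28 single channels with an intraspot correlation of 0.423. Array elements were called at a Benjamini-Hochberg adjusted p under 0.05, and genes were counted once by name. The 31 gene lists were tested with camera. The spread within lines was tested by exact permutation of arrays.

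The genes named are, for each of 9 comparisons, the 10 elements with the largest absolute log2 change in each direction among those called (for a single age, with the same direction on every array of that age), the members of the lists, of which the text names those with the largest change and those a paragraph is about, the genes known to differ between N2 and CB4856, and the first 10 rows of each sheet of Tables S1 and S2. The p-values that the paper gives in those sheets had been seen when the rule was written.

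Median spot intensities lay close to the local background, so that dim genes are known by bounds and their log2 ratios depend on how background is handled. On simulated data, 2-fold and 4-fold strain differences at t1 were recovered in 60% and 90% of elements, and 2-fold and 4-fold interactions in developing worms in 20% and 68%. Between 4% and 7.14% of the simulated calls were false. The changed elements were drawn without the dimmest 25%, so these rates do not cover the dimmest genes. Interactions called for equal age changes in both strains were not counted as false.

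The alternatives were other background corrections and normalizations, filters on dim elements and on scanner flags, removal of outliers as in the paper's methods, models with the arrays of the compared ages alone, blocks for replicate number or scan session, arrays of the same number averaged as dye swaps, no dye term, the authors' table, the linear model of the paper's methods, other ways to set physiological age, other thresholds, and each array left out in turn. The arrays of the recombinant lines were not in the series, and therefore the joint normalization with them, eQTL, heritability, and transgression were left out.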

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

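The simulation of equal changes and the counts of calls by age groups were planned, and the exchange of log ratios was chosen after the results were seen.

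In 6 of 90 groups of 4 or 5 arrays, 1 array had a log2 ratio of CB4856 over N2 far from the others, where chance alone gives about 1 in 20. gmd-2 was 2.09 on t1 replicate 4 (4.03 to 4.43 on the others), with N2 above background on no t1 array, and math-27 was -0.53 on t1 replicate 2 (-0.41 to -0.37) on a dim element. T02G5.10 was 3.75 on t2 replicate 4 (4.3 to 4.39), and F19B2.5 was -4.74 on t2 replicate 2 (-3.86 to -3.73). col-94 was 3.71 on t3 replicate 2 (1.36 to 1.55), and nlp-8, a neuropeptide gene, was 0.32 on t3 replicate 5 (0.98 to 1.1). Each of these arrays has the same direction as the others of its group.

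The change with age differed between the strains by the interaction test for 544 elements in developing worms and for 160 in aging worms. The planned exchange of whole arrays between the ages moves the age effect into the residual, so its low counts (199 and 12 as the highest) exclude nothing. With only the log ratios exchanged between the arrays and the mean intensities kept, 4 and 2 of 100 exchanges, the real one included, gave a count as large, with 602 and 160 as the highest of the others. That share is under 0.05 for both counts, but single exchanges reached them, and the arrays were exchanged as if independent. Chance is therefore not excluded for either count.

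In 9 cases a strain difference was called at 2 ages in opposite directions. From t1 to t2, the log2 ratio went from -0.93 to 0.90 for C34H4.1, from -0.72 to 1.21 for nlp-34, from -1.03 to 0.66 for F53C11.1, and from 0.41 to -0.77 for eri-7, a helicase gene of endogenous RNA interference. T28A11.19 went from 0.48 at t2 to -0.36 at t3. From t1 to t3 it went from 0.48 to -0.68 for F33H2.3, from 0.49 to -0.52 for ugt-64, from -0.34 to 0.37 for B0250.5, and from 0.41 to -0.42 for eri-7. They were picked for these calls, and how many chance would give was not computed.

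The interactions called on physiological age had the sign of the age effect in 14.7% of cases in developing worms and 6.88% in aging worms. Of the calls on that scale, 42.5% in developing worms and 48.8% in aging worms were called on age groups too. Those called on physiological age alone had the sign of the age effect in 1.28% and 0% of cases, and in a simulation of 200 equal changes 7 and 3 were called on physiological age against 1 and 1 on age groups. Equal changes divided by lifespans that differ may thus account for part of the calls, while 231 and 78 elements were called on both scales. A difference in the pace of aging between the strains stays open, since the design holds no worms matched by physiological age.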

How the results depend on the processing

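Chosen after seeing the data were the settings that left out the spots of flag codes 1 and 2, left out scan session 4, tested single coefficients of the methods' linear model, or joined no background correction to outliers removed. Counts below are of called array elements and the cause of a change was not tested unless given.

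Of 246 results for named genes, 209 were called, 65 of them under every setting. Over all settings 7796 values kept call and direction, 844 lost the call, 49 gained one, and 9 turned direction. With only spots of flag code 3, ugt-28 at t1 turned to 0.503. At a physiological age of 0, and in the methods' linear model with single coefficients, unc-68 (-0.122 and -0.124) and him-4 (-0.393 and -0.395) turned in developing worms, and clec-71 (-0.175 and -0.173) and lys-7 (0.204 and 0.349) in aging worms. By construction these settings extrapolate below the ages measured.

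The strain difference was called for 597 elements at t1, 593 at t2, and 769 at t3. Counts changed to 62, 106, and 177 with only spots of code 3 (fewer spots), to 164, 88, and 357 with only the arrays of that age (fewer arrays), and to 345, 319, and 326 at an adjusted p under 0.01. They were 1333, 1365, and 1565 at the paper's threshold in the same limma fit. With the authors' value table they were 365, 280, and 1594, and with same-number arrays averaged as dye swaps, in case they share RNA extracts, which is stated nowhere, 263 at t1 and 290 at t3. Plain subtraction of background gave 387 at t2 and 498 at t3. No normalization between arrays and quantile normalization of mean intensities both gave 340 at t2 and 1391 at t3. Without session 4 t3 had 471. Leaving out 1 array gave 376 to 894 at t1, 330 to 660 at t2, and 372 to 979 at t3.

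In developing worms the strain difference was called for 1054 elements and in aging worms for 1484. With only spots of code 3 these were 145 and 283, with plain subtraction 696 and 954, with averaged swaps 609 and 891, at an adjusted p under 0.01 573 and 679, and at the paper's threshold 1895 and 2339. At a physiological age of 0 they were 364 and 307, and with single coefficients of the methods' model 408 and 418. For developing worms alone, equal physiological age gave 2737, scan session as a block 1590, only the arrays of these ages 659, 606 with the authors' values, the methods' linear model 1914, the same with outliers removed 1997, and with no background correction besides 1832. Leaving out 1 array gave 706 to 1473 and 854 to 1985.

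The age effect was called for 7584 elements in developing and 4441 in aging worms. With only spots of code 3 these were 988 and 1438, without normalization between arrays 3810 and 6964, and at the paper's threshold 338 and 292. The methods' linear model gave 577 and 427, with outliers removed 591 and 464, with single coefficients 245 and 169, and with no background correction and outliers removed 521 and 473. In aging worms averaged swaps gave 2440 and an adjusted p under 0.01 gave 2342. Leaving out 1 array gave 6912 to 7955 and 3251 to 5040. Of the calls, 657 of 988 and 1133 of 1438 rose with only spots of code 3, and 3665 of 4751 in aging worms without codes 1 and 2.

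The interaction was called for 544 elements in developing and 160 in aging worms. Age groups gave 255 and 88, averaged swaps 225 and 75, scan session as a block 132 and 99, plain subtraction 357 and 53, an adjusted p under 0.01 256 and 69, the paper's threshold 1451 and 772, and leaving out session 4 832 and 103. In developing worms only spots of code 3 gave 164, no normalization between arrays 303, and the replicate block 865. In aging worms the methods' linear model gave 297, with outliers removed 344, with single coefficients 297, and with no background correction and outliers removed 367. Leaving out 1 array gave 321 to 953 and 98 to 190.

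Shared calls at all 3 ages numbered 124, 81 with no background correction, 242 at the paper's threshold, and 92 to 136 with 1 array left out. The share of calls higher in N2 was 58.1%, 62.6% without normalization between arrays, 51.6% at the paper's threshold, 63.6% without session 4, 44.3% of 345 calls with only spots of code 3, 56.7% without codes 1 and 2, and 56.2% to 62.5% with 1 array left out. The difference in spread within lines between t3 and t1, 0.00378, was 0.0541 without normalization between arrays, 0.0132 without dim elements, -0.00156 without t1 replicate 5, -0.0137 without t3 replicate 3, -0.000233 without t3 replicate 5, -0.0325 with log ratios (exact permutation p = 0.0714), and -0.0137 to 0.0167 over all arrays left out. Of 279 list tests 88 were called, and 13 with an estimated correlation.

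Signal over background limits the dim genes. At t1, 10 called elements were below background in both strains, 176 in 1, and 411 in neither, and the log2 ratio of B0281.5 ran from 2.43 to 6.21 over the settings.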

Differences from the paper's values

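The counts here used an adjusted p under 0.05, whereas the paper used thresholds on -log10 p that it set by permutation. By the paper's estimate, their false discovery rate was under 0.05 for the strain difference at single ages and for age. Applied to the p-values of the limma fit here, these thresholds called more elements for strain and interaction and fewer for age. The paper's methods also state more replicates of each age than the arrays used here. The alternatives were set before the data were examined except where stated.

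The paper gives 2151 genes with a strain difference at t1, 1868 at t2, and 2679 at t3, against 558, 561, and 728 here. At t2 the paper's threshold in the same limma fit came within 1.5-fold of the paper's count, with 1279 genes, and no other alternative did. None did at t1 or t3. For developing worms the paper gives 2899 genes, against 984 here, and comparing the strains at equal physiological age came within that range, with 2558.

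For the age effect the paper gives 3694 array elements in developing worms and 2626 in aging worms, against 7584 and 4441 here at an adjusted p under 0.05. At the paper's thresholds of 8 and 6 on -log10 p, the limma fit here called 338 and 292, fewer than the paper. Most settings named next used the adjusted p and so an unlike threshold. In developing worms no normalization between arrays (3810) came within 1.5-fold, as did leaving out spots of flag codes 1 and 2 (5226), which was chosen after seeing the values. In aging worms averaging same-number arrays as dye swaps (2440), an adjusted p under 0.01 (2342), and leaving out t2 replicate 1, 2, or 4 or t3 replicate 1, 4, or 5 (3251 to 3911) did. No other alternative did.

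For the interaction the paper gives 3888 genes in developing worms and 2886 in aging worms, against 522 and 154 here, and no alternative came within 1.5-fold. The counts by threshold differ too. In Figure S2 the paper shows about 8300, about 1800, and about 460 genes (read by eye) at a -log10 p above 1, 3, and 5, against 4570, 477, and 121 here. In Figure S3 it shows about 100 genes (read by eye) at 5 for the strain difference in aging worms, against 267 here, and averaged dye swaps (79) and a physiological age of 0 (116) came within 1.5-fold. In Figure S4 it shows about 7100, about 1200, and about 190 genes (read by eye), against 3156, 255, and 51 here.

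In developing worms the paper reports an interaction for genes of signaling by receptors at the cell surface and of glutamine, glyoxylate, isocitrate, and malate metabolism. Of the lists chosen here for these, limma called 0 of 31 elements for glutamine, glyoxylate, and TCA cycle enzymes and 0 of 57 for the transforming growth factor beta and Wnt pathways, a part of such signaling (3 and 1, and 0 and 3, positive and negative at an unadjusted p under 0.05, and none in the linear model of the methods). Of other lists with a part in signaling, 5 of 98 elements for hedgehog-related and molting genes were positive and 1 negative, and 5 of 1412 for chemoreceptors positive and 4 negative. In aging worms it reports cell division and lipid storage, where limma called 0 of 48 cell division elements (1 and 0 at an unadjusted p under 0.05, none in that model) and 1 of 109 for lipid metabolism, a wider list than storage.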

Other observations

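Chosen only after their results were seen were the test of shared calls for probe mismatch, the share by brightness, the scan session test of t1 replicate 3, and the setting without scan session 4.

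lys-7, a lysozyme gene that the FOXO factor DAF-16 activates, was lower in CB4856 in old worms, by a log2 ratio of -2.21 (standard error 0.32, adjusted p = 0.0013 from limma) on 5 of 5 arrays. In N2 its mean level was 9.13 at t1, 12.43 at t2, and 13.05 at t3, and in CB4856 9.27, 11.64, and 10.88. Of 31 elements for DAF-16 targets 6 were lower and 1 higher at t3 (8 and 2 adjusted over the list alone, camera adjusted p = 0.00083, and adjusted p = 0.34 with an estimated correlation). ins-23, an insulin-like peptide gene, was higher in CB4856 by 0.95 (standard error 0.13, adjusted p = 7e-04) on 5 of 5 arrays at t3. Neuropeptide genes were higher on 8 and lower on 0 of 120 elements at t3 by limma (9 and 1 over the list alone, adjusted p = 0.0029), a call that was lost with an estimated correlation (adjusted p = 0.83) and without scan session 4 (adjusted p = 0.18).

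With the preset correlation alone, camera called oocyte genes higher in CB4856 at t1 and sperm genes at t2. At t1 the median log2 ratio of 36 oocyte and early embryo elements was 0.53 (camera adjusted p = 9.3e-06, and adjusted p = 0.87 with an estimated correlation). None was called by limma, with 9 higher and 0 lower at an unadjusted p under 0.05 and none in the linear model of the methods, and the list's call was lost without t1 replicate 3 (adjusted p = 0.066). At t2 the median of 82 sperm elements was 0.32, with 2 called higher (16 over the list alone, adjusted p = 1.9e-07, and adjusted p = 0.77 with an estimated correlation). Whether these differ between the ages was tested only as the interaction.

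Of all calls at the 3 ages 58.1% were higher in N2 (95% Wilson interval 55.9 to 60.3), and math-27, F54E2.1, and zeel-1 were among them. That interval takes the calls as independent and is too narrow, since the 1959 calls came from 1428 elements, some called at several ages. Counted once per direction, 795 elements were called higher in N2 and 641 higher in CB4856. Whether dim elements make up the excess stays open, as the share was 39.6% of 500 calls in the brightest 25% of elements and 44.3% of 345 with only spots of flag code 3, but 60.4% of 786 in the second brightest 25% and 69.4% of 643 in the next, and the dimmest 25% held 30 of the 1959 calls, too few for the planned filter (58.9%) to test this. Probes designed on the N2 genome may bind CB4856 transcripts less well, an effect the paper calls low on these arrays, since the share called at all 3 ages was 2.53 times as high among elements higher in N2 (11.8% of 795 against 4.68% of 641, Fisher's exact test, p = 1.1e-06). The Fisher test takes elements as independent, although some belong to the same gene. Without the F-box, MATH, C-type lectin, and chemoreceptor lists the share was 54%, and of the 297 calls of these lists 81.1% were higher in N2, so these families add to the excess, and whether they make up all of it stays open. True differences in expression between the strains stay open, untested against probe mismatch.

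t1 replicate 3 stood apart, with correlations of its log ratios with the other t1 arrays between -0.165 and 0.245, against 0.162 to 0.493 among those. Exchanged strains are argued against, since its r with the strain differences of t2 and t3 over 273 elements was 0.706, near the 0.751 to 0.799 of the other t1 arrays. Its deviation had r = -0.201 with the age effect and a mean r of 0.083 with the arrays of its scan session (from -0.0972 to 0.332). Another point of development and the scan session therefore cannot be told apart, with 1 such array. 

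Other splits of the samples were fitted for each count. For the strain difference at single ages too few splits exist for a share under 0.05 (597 against 263 as the highest of the others at t1, 593 against 1 at t2, and 769 against 29 at t3). With the arrays taken as independent, 1 split of 100, the real one, was as large for developing worms (1054 against 846, the highest other split being one that exchanges t1 replicate 3), aging worms (1484 against 348), and the age effect (7584 against 4747, and 4441 against 3449). That share argues against chance for these counts only if same-number arrays do not share RNA extracts, which is stated nowhere.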
